# Mobile gene clusters and coexpressed plant–rhizobium pathways drive partner quality variation in symbiosis

**DOI:** 10.1073/pnas.2411831122

**Published:** 2025-07-29

**Authors:** Muhammad Rizwan Riaz, Ivan Sosa Marquez, Hanna Lindgren, Garrett Levin, Rebecca Doyle, Mario Cerón Romero, Julia C. Paoli, Jenny Drnevich, Christopher J. Fields, Barney A. Geddes, Amy Marshall-Colón, Katy D. Heath

**Keywords:** symbiosis, systems genetics, dual-RNAseq, horizontal gene transfer, partner quality

## Abstract

Plant–microbe symbioses such as the legume–rhizobium mutualism are vital in the web of ecological relationships within both natural and managed ecosystems, influencing primary productivity, crop yield, and ecosystem services. The outcome of these interactions for plant hosts varies quantitatively and can range from highly beneficial to even detrimental depending on natural genetic variation in microbial symbionts. Here, we take a systems genetics approach, harnessing the genetic diversity present in wild rhizobial populations to predict genes and molecular pathways crucial in determining partner quality, i.e., the benefits of symbiosis for legume hosts. We combine traits, dual-RNAseq of both partners from active nodules, pangenomics/pantranscriptomics, and Weighted Gene Co-expression Network Analysis (WGCNA) for a panel of 20 *Sinorhizobium meliloti* strains that vary in symbiotic partner quality. We find that genetic variation in the nodule transcriptome predicts host plant biomass, and WGCNA reveals networks of genes in plants and rhizobia that are coexpressed and associated with high-quality symbiosis. Presence–absence variation of gene clusters on the symbiosis plasmid (pSymA), validated in planta, is associated with high or low-quality symbiosis and is found within important coexpression modules. Functionally our results point to management of oxidative stress, amino acid and carbohydrate transport, and NCR peptide signaling mechanisms in driving symbiotic outcomes. Our integrative approach highlights the complex genetic architecture of microbial partner quality and raises hypotheses about the genetic mechanisms and evolutionary dynamics of symbiosis.

## Significance

Addressing challenges from sustainable agriculture to ecosystem resilience is only possible by integrating symbiotic microorganisms into our biological understanding. The effects of symbionts on hosts percolate up from genomes through expression and metabolism to result in complex traits including nitrogen fixation and plant health. Here, we leverage a model nitrogen-fixing symbiosis, integrating genomes, traits, and gene expression to discover novel genes, gene clusters, and associated metabolic and regulatory processes that are important for the variable effects of bacteria on plant growth. We provide functional validation and insight into variation in symbiotic functioning and foundational information on the inheritance of important traits in microbial symbiosis. This raises exciting questions about how these keystone symbionts evolve in nature.

Plant–microbe symbioses form the foundation of a complex network of ecological interactions that drive primary productivity in both natural and managed ecosystems. These interactions can have positive, negative, or little impact on one or both species involved (1, 2) with mutualistic symbioses resulting in fitness benefits to both partners (3). Despite these categorical distinctions, the fitness benefits to partners in any mutualistic interaction vary quantitatively (4, 5) along a continuum depending on the environmental context (6–8) and the genotype of one or both partners (5, 9–15). Because the fitness-determining traits in symbiosis are often microscopic or biochemical, a predictive understanding of symbiosis in ecology, evolution, and agriculture requires a mechanistic approach that is grounded in functional genetics but leverages natural genetic variation (14).

Quantitative genetic trait variation, the focus of targeted breeding programs and selection in natural populations (16), is underlain by SNP variants, presence–absence variation (PAV) of genes and gene regions, and dynamic gene expression (17, 18). Despite the dominance of the single-locus central dogma viewpoint in bacterial genetics to date, this quantitative framework is salient for bacterial traits for several reasons. In contrast to sexual eukaryotes, for which genotype–phenotype mapping studies were developed (19, 20), bacterial recombination and genetic variation are not driven by reproduction but occur horizontally (21) as a result of both homologous and nonhomologous mechanisms of recombination, often involving mobile genetic elements (MGEs) (22). As a result, bacterial genomes are often highly dynamic and require reference-quality genome assemblies for optimum variant calling, MGE detection, and annotation of the full pangenome (all genes in a population) (23–27). What’s more, many symbiotic bacteria have multipartite genomes, which consist of two or more large replicons [i.e., chromosome, megaplasmids, or chromids (28, 29)], which can have vastly different demographic processes, genetic variation, recombination, and rates of PAV (5, 30–33). The expression of these multipartite genomes is highly plastic, with bacteria leveraging different genes or even whole replicons depending on the environment (34–36). Thus, a thorough understanding of ecologically and agriculturally relevant symbiosis requires that we quantify how pangenomic variation percolates up through gene expression networks and metabolic pathways to generate phenotypic variation.

Like all eukaryotes, plants require nitrogen (N) in accessible forms (nitrates and ammonia), which is often limiting in the soil, restricting growth. Leguminous plants overcome this limitation by forming symbiosis with a polyphyletic group of bacteria known as rhizobia, which inhabit root nodules and therein convert atmospheric N (*N_2_*) into plant-usable forms (3, 37–39). The legume–rhizobium symbiosis begins with symbiont recognition and infection, leading to nodule formation (40, 41), differentiation of rhizobia into bacteroids (37, 42), and finally resource exchange between partners (35, 43). The resulting mutualism is a key contributor to the nonanthropogenic N cycle, controlling N availability for legume crops, nonlegume crops through rotation, and primary producers in natural terrestrial ecosystems (44, 45).

The interaction between *Medicago truncatula* and *Sinorhizobium meliloti* is a critical model for studying symbiotic nitrogen fixation. Decades of work on this model legume–rhizobium symbiosis have revealed much about the genetics and biochemistry governing the interaction (46–49), and the effects of both host and symbiont genetic variation present in natural populations on host growth and fitness, sometimes called partner quality (5, 50, 51). Functional genetic and –omics studies have culminated in hundreds of genes known to be required for symbiosis (52, 53) and an increasingly detailed understanding of symbiotic metabolism (54–57). Natural populations harbor abundant variation in symbiotic compatibility and efficiency maintained via largely unknown genetic and evolutionary processes occurring in recognition and signaling genes, metabolic pathways, and other molecular mechanisms (36, 38, 58). Our understanding of these genetic underpinnings of partner quality variation in nature remains nascent, though this knowledge holds promise for manipulating symbiotic relationships to enhance agricultural productivity and for predicting how environmental changes will impact nitrogen cycling. Thus, in addition to molecular genetic approaches that typically focus on one or a handful of well-characterized genotypes, studying the genetic variation in the symbiotic transcriptome across genotypes from natural populations grown in a controlled, common garden design can provide a handle with which to resolve novel pathways involved in high-quality symbiosis, while also highlighting which known pathways are variable and thus likely to be a source of evolutionary innovation in natural populations.

Here, we take a systems genetics approach (59–62) leveraging standing genetic variation present in wild populations of rhizobia, transcriptomics using dual-RNAseq of host and symbiont gene expression from active symbiotic nodules (34), and pangenomes for a panel of 20 wild rhizobial isolates known to vary in partner quality (5), in order to predict the underlying molecular pathways/genes most related to partner quality in nitrogen-fixing symbiosis. We show how plant and symbiont gene expression networks interact with the presence–absence of functional gene clusters to drive mutualistic partner quality variation.

## Results

### Variation in the Nodule Transcriptome and Presence–Absence of Gene Clusters on pSymA Predict Host Plant Biomass.

To examine the molecular mechanisms by which rhizobial genetic diversity influences partner quality with its host plant, we inoculated *M. truncatula* cv. DZA 315.16 (hereafter DZA) plants with 20 individual rhizobia strains (*SI Appendix*, Fig. S1) from natural populations of *S. meliloti;* these strains were previously shown to induce a diverse range of phenotypes on this host (5). In the present study, we measured 10 phenotypes from host plants (Dataset S1) (10 biological replicates per *S. meliloti* strain). A trait correlation network of the phenotypes showed that plant shoot biomass was positively correlated with root biomass, chlorophyll, leaf number, and height, and negatively correlated with nodule number (*SI Appendix*, Fig. S2). Plant shoot biomass was highly variable across strains (σ^2^ = 0.024; CV = 0.60; *P* < 0.0001; *SI Appendix*, Fig. S3). Hereafter, we refer to strains that confer high to low biomass accumulation as high-, intermediate-, and low-quality partners, respectively (48, 50).

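Nodule RNA was sequenced from 4 plants for each of 20 S. meliloti strains on the host line DZA. The authors deposited expected counts for 56121 genes in one table, of which 49928 are M. truncatula genes and 6193 are S. meliloti genes. The authors estimated these counts with Salmon and imported them with tximport as bias-corrected counts without an offset, so the values are mostly fractions and are not normalized for library size. The counts were rounded before the models were fitted. The table also holds 80 libraries from the host line A17, which were not used for the values on DZA. Total counts per DZA library ranged from 31459646 to 75617864, with a median of 49506738. The S. meliloti part of these totals ranged from 1835116 to 50250672 counts, with a median of 15366055, so the depth for bacterial genes varied more between plants than the depth for plant genes. Each organism was normalized apart by edgeR's TMM method, and genes with at least 10 counts in at least 4 DZA libraries were kept, which left 34224 M. truncatula and 5994 S. meliloti genes. Shoot biomass is one mean per strain, taken over the 4 sequenced plants, so relations with biomass were computed over 20 strains. Strains were treated as independent, although the paper reports identical genomes for strains 282 and 283. Relatedness between strains was not modelled, so p-values over strains may be too small. Permutation tests were two-sided with 100000 resamples, and adjusted p-values follow Benjamini and Hochberg. The paper states that the pooled libraries were sequenced on 1 lane and the sample labels name no batch, so no relation was recomputed within batches. The strain identity of each library was checked against the genes it expressed. In this check 0 genes told strains 282 and 283 apart, and at most 1 told strains 182 and 89 apart. Swaps or mixes within these pairs would not be seen. In host DZA, 1 library labelled strain 182 (plant 3406) expressed the genes of strain 176A, and 1 library of strain 176A and 1 of strain 25B held genes of a second strain. All 80 DZA libraries were kept under the strain names they were deposited with.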

We obtained symbiotic transcriptomes by extracting nodule RNA from a subset of four biological replicates per strain for RNA-seq analysis (Illumina paired-end reads ranging from fifty-eight to hundred million reads). We first mapped transcripts to *M. truncatula* [A17 *r5.0* downloaded from the French National Research Institute for Agriculture, Food and Environment Medicago Bioinformatics Resources (63)] and *S. meliloti* (reference strain 1021 assembly GCF_000006965.1 ASM696v1) (64, 65). 

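The deposited DZA totals came to between 43.6% and 86.6% of the reads that the paper lists for the same plants, and the totals of each organism differed from the paper's list by at most 3.9e-04%. M. truncatula genes held between 12.5% and 96.3% of the counts of a library, with a median of 68.8%. The spread between plants of one strain was wide. For strain 31, S. meliloti genes held 57.7% ± 31.0 (SD, n = 4) of the counts, and for strain 176A they held 17.2% ± 7.85 (SD, n = 4). Across strain means, the S. meliloti share fell as shoot biomass rose, with Pearson's r = -0.61 (permutation p = 0.0044, adjusted p = 0.010 over 14 strain-level relations) and Spearman's rho = -0.54 (p = 0.015, adjusted p = 0.034). Without strains 31 and 25B, which lie farthest from the median share, r was -0.45 (permutation p = 0.058), so the relation rests in part on those strains. The share did not differ between strains beyond the spread of their plants (strain F ratio 1.14, permutation p = 0.33, adjusted p = 0.54). A few loci held much of the bacterial signal. SM_RS00360 took a median of 27.1% of the S. meliloti counts of a library and SM_RS00375 took a median of 9.59%. Together with SM_RS11205 they took between 3.50% and 89.7%. Leaving these loci out moved the relation with biomass most among the alternatives tried, to r = -0.78. The 10 largest M. truncatula genes took between 21.0% and 86.1% of the plant counts of a library. The paper's reference for these counts included rRNA. Whether these genes and loci hold rRNA was not determined, so shares of counts may not be shares of mRNA.

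**Figure D1:**
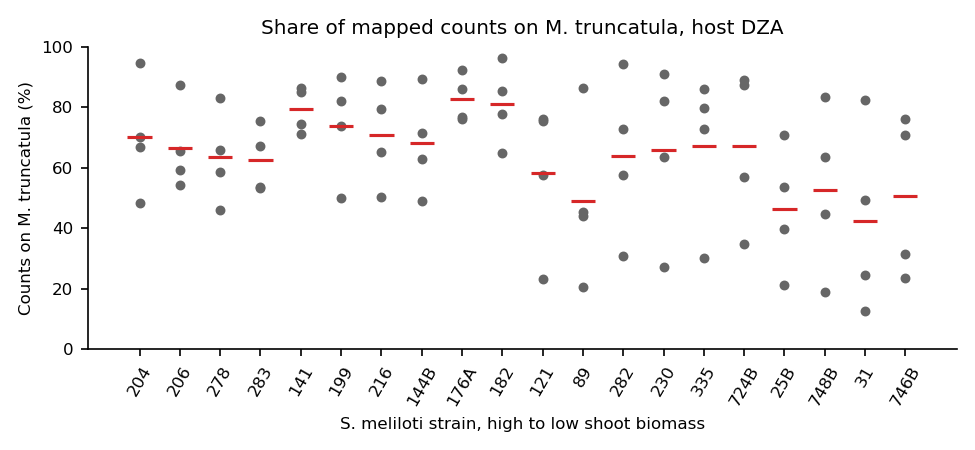
Share of counts on M. truncatula genes in percent for each DZA library (points) with the mean of each strain (bars), strains ordered from high to low shoot biomass. Plants of one strain differ widely, and single libraries lie between 12.5% and 96.3%.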

Approximately 44 to 87% of total reads were mapped with this reference-based analysis (includes coding and noncoding genes), where 12.4 to 96.3% of those reads mapped to *Medicago,* depending on the sample (Dataset S2). To uncover how natural genetic variation across rhizobium strains influences the expressed genome, we first used principal component analysis (PCA) to find that partner quality variation (same replicates as RNAseq; Fig. 1*A*) was, overall, associated with transcriptomic variation. Importantly, PCA on strain means revealed that *S. meliloti PC1* explains 16.5% of the variability in the transcriptome and separates strains by partner quality (Fig. 1*B*). Similarly, Medicago PC1 and PC2 together explain 48.1% of transcriptome variability and separate strains by partner quality (Fig. 1*C*).

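Principal components were computed from strain means of log2 CPM (counts scaled to library size), centred and not scaled, over the 5994 S. meliloti genes that passed the filter. PC1 held 20.1% of the variance. The sign of PC1 is arbitrary and was set in each fit so that its score rises with shoot biomass. Only the size of r is therefore a result. Over the 20 strains the score had Pearson's r = 0.60 with shoot biomass (permutation p = 0.0054, adjusted p = 0.011 over the 14 strain-level relations) and Spearman's rho = 0.53 (p = 0.019, adjusted p = 0.034). Without strains 141 and 204, whose scores lie farthest from the median, r was 0.53 (permutation p = 0.022). PC2 showed no such relation (r = -0.05, p = 0.82). The PC1 score also fell with the S. meliloti share of counts (r = -0.50, p = 0.024; rho = -0.53, p = 0.019), and that relation was weaker without the strains left out (r = -0.42, p = 0.087). Scaling each gene to unit variance moved the share of PC1 most, to 16.1%, and raised r with biomass to 0.857.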

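Over the 5000 most variable M. truncatula genes, PC1 held 32.9% of the variance of the strain means, and PC1 and PC2 together held 52.0%. The PC1 score, its sign set in the same way, had Pearson's r = 0.90 with shoot biomass (permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 7.0e-05) and Spearman's rho = 0.86 (p = 2.0e-05, adjusted p = 9.3e-05). Without strains 31 and 25B, r was 0.88. PC2 was not related to biomass by Pearson's r (-0.08, p = 0.72), and Spearman's rho was -0.45 (p = 0.050, adjusted p = 0.077). PC1 of the plant also followed the S. meliloti share of counts, with r = -0.81 (p = 2.0e-05) and rho = -0.70 (p = 7.3e-04). With genes scaled to unit variance, PC1 and PC2 together held 48.1%, the share the paper gives, and r of PC1 with biomass was 0.884. Across the 4 fits that each left out 1 replicate, r of PC1 with biomass ranged from 0.69 to 0.83. Using all M. truncatula genes moved the share of PC1 and PC2 most, to 38.7%. From the separation of strains along these components, the paper concludes that variation in partner quality is associated with variation in the transcriptome.

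**Figure D2:**
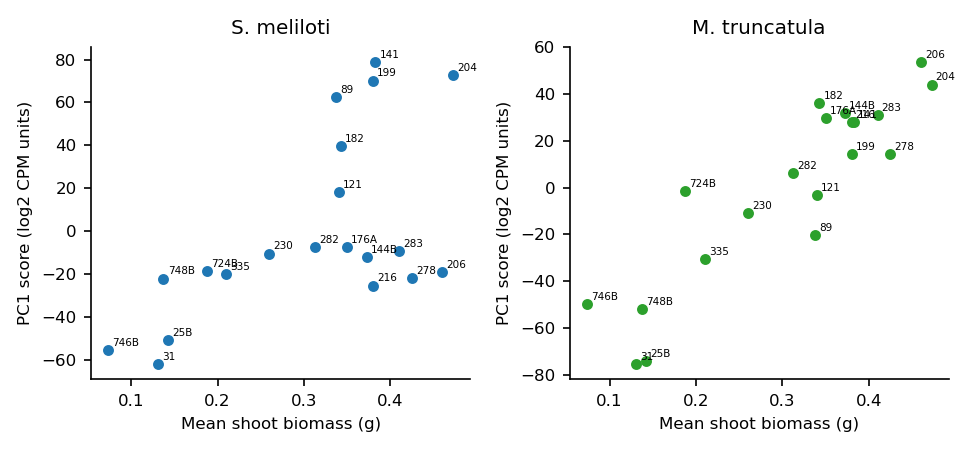
PC1 score in log2 CPM units against mean shoot biomass in g for the 20 strains, for S. meliloti (left) and M. truncatula (right); each point is the mean of one strain. The sign of each score was set so that it rises with biomass. The size of r is 0.90 for M. truncatula and 0.60 for S. meliloti, a gap that nearly closes when genes are scaled (0.884 and 0.857).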

**Fig. 1.**
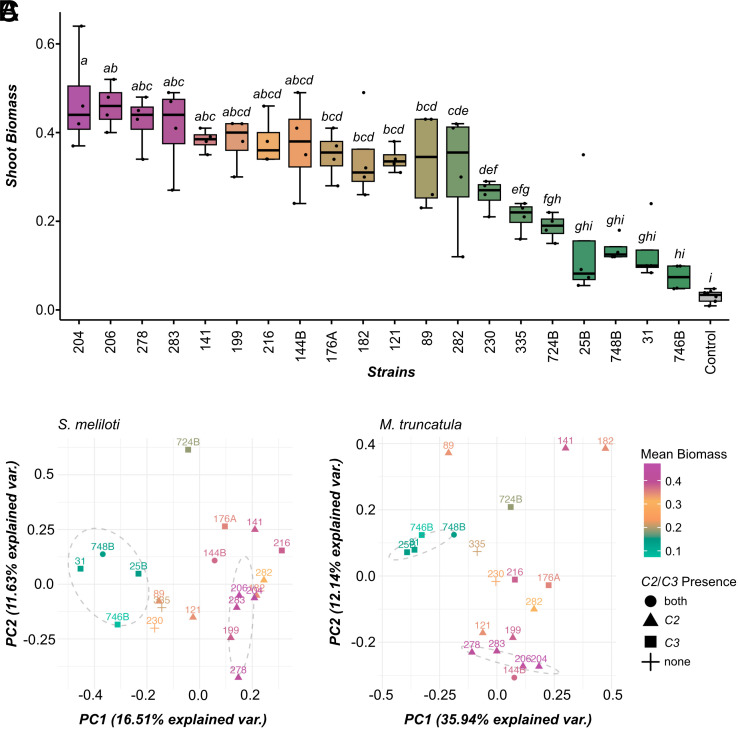
Partner quality of 20 *S. meliloti* strains and PCA of nodule transcriptomes. (*A*) Boxplots present the distribution of plant biomass when *M. truncatula* host plants were inoculated with one of 20 strains (four replicates each) or remained uninoculated (control). Letter-based groupings of means were assigned by ANOVA followed by Duncan’s test (alpha = 0.05). (*B*) PCA plot derived from the expression of 5,993 *S. meliloti* genes (mapped to *S. meliloti* 1021 reference), (*C*) PCA plot derived from the expression of the 5,000 most highly variable genes of *M. truncatula*. The transcriptome profiles are quantified using average *logCPM* values of expressed genes. Each data point on the PCA plot corresponds to a strain; data points closer together are more similar in terms of gene expression patterns than those further away. Each data point is color-coded according to the mean biomass value of the respective strain. Data point shape represents the presence or absence of distinct gene clusters (C2, C3) in strains.

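Of the 6193 S. meliloti genes in the table, 4808 (77.6%) had at least 10 counts in all 80 DZA libraries, and 187 (3.02%) had fewer than 10 in every library. The shallowest library held 1835116 S. meliloti counts, where 10 counts correspond to a higher expression level than in a deep library, so a gene near the minimum can fail in a shallow library alone. A minimum of 20 counts moved the first share most, to 75.5%.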

Most annotated genes (77.7% of the *S. meliloti* 1021 genome) are commonly expressed (counts ≥ 10 in all replicates) across strains, while 3% of genes are not expressed in any strain (counts < 10 in all replicates). 

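The 1198 other S. meliloti genes (19.3%) reached 10 counts in some DZA libraries and not in others. This group includes genes that missed the minimum in a single shallow library as well as genes that were off in whole strains. With calls made per strain, the number of genes off in a strain ranged from 442 in strain 89 to 794 in strain 121.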

Examination of the remaining genes (19.3%) revealed on/off patterns of expression where certain genes are expressed in some strains and not expressed in others (*SI Appendix*, Fig. S4). The binary nature of these genes affords us the opportunity to perform a discrete analysis of functional expression variation across strains. Thus, we imposed a filtering criterion to obtain a refined list of genes that are only expressed in at least three but not more than 17 strains, resulting in 574 genes with on/off expression patterns. 

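A gene was called off in a strain when at least 3 of its 4 libraries fell under a cutoff of 4 counts divided by the median S. meliloti library size of the strain, as CPM. This cutoff lay between 0.12 CPM in strain 89 and 0.49 in strain 176A. By these calls, 578 genes were on in at least 3 and at most 17 strains, and 568 of them are among the paper's 574. A cutoff of 10 counts gave 615 genes, and calling a gene off only when all 4 libraries fell under the cutoff gave 511, the alternative that moved the count most. In tests on simulated data every call was recovered when off genes had no residual level, and 90.6% of calls were recovered when 0.1% of the level remained.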

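The on/off calls of the 578 genes were correlated with mean shoot biomass over the 20 strains, with permutation p-values adjusted over the 578 genes. Of these genes, 88 had |r| above 0.5. With the adjusted p also under 0.15, 1 gene was called, WP_010975591.1, which was on in 4 strains (r = -0.80, adjusted p = 0.13). The next genes stood just above the threshold at an adjusted p of 0.152, among them the cluster C2 genes WP_010967274.1, WP_010967276.1 and WP_010967277.1 (r = 0.62, p = 0.0041). A small change in the p-values therefore moves the count by many genes. It was 87 with the p of Pearson's correlation test in place of the permutation p, and 130 with biomass means over 10 plants, the alternative that moved it most. With strain order permuted, 6 of 100 orders, the real one included, gave as many genes as the real order.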

Of these, 82 genes significantly correlate with shoot biomass (|r | > 0.5, fdr < 0.15).

To determine whether the on/off expression patterns were caused by PAV in the bacterial genomes, whereby the lack of expression would be the result of not having the gene, we generated high-quality de novo assemblies of all 20 strains using PacBio long-read sequencing. *BLAST+* sequence search of these closed, reference-quality genomes confirmed that 54 of the 82 genes with on/off expression patterns are also PAVs based on the 1021 reference (Dataset S3; see *Materials and Methods* for gene selection criteria). 

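The table holds 53 of the 54 genes, and the expression calls over 20 strains gave 1060 pairs of gene and strain to compare with the presence and absence that the paper lists. The paper kept these genes because expression calls and sequence search matched in these strains, so a high match is set by that choice. The calls were the same for 1049 pairs (99.0%). Of the 11 others, 10 were genes listed as absent that were on by expression. Strain 176A held 5 of the 11, and 1 of its libraries carried genes of strain 182. From the match between expression and the assembled genomes, the paper concludes that the on/off patterns of these genes are also differences in gene content.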

Next, we performed a pangenome analysis to establish the full set of core and variable gene content (in our 20 strains, plus the 1021 reference strain and the newly released reference strain MABNR56 assembly GCF_037023865.1 ASM3702386v1). The fraction of the core (present in all strains), shell (variable presence across strains), and cloud (rare) gene groups varied among the main genome elements; pSymA contained a much smaller fraction (19.9%) of core genes compared to either the chromosome (56.1%) or pSymB (67.9%; *SI Appendix*, Fig. S5). In addition, eight strains feature a smaller, fourth accessory plasmid (BioProject PRJNA1009820). We found 60 additional open reading frames (ORFs) that were present at intermediate frequency across the 20 wild strains, absent in the 1021 reference, and significantly correlated with shoot biomass (|r| > 0.5, fdr < 0.15).

The 54 “reference-based” and additional 60 “pangenome” PAV loci of interest were largely found on pSymA, versus pSymB or the chromosome. 

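Of the genes that the paper assigns to 6 clusters on pSymA, 50 were found in the table under the protein accessions of the paper's list. Within each cluster the genes were switched together. The 10 genes of C3 were on in between 6 and 9 strains, the 14 genes of C4 in 6 or 7, the 17 genes of C5 in 6 or 7, and the 4 genes of C6 in 16 or 17. Where on, the mean level of a gene over strains ranged from 1.32 CPM for WP_028011575.1 to 143 for WP_010968141.1. A cluster was called on in a strain when over 50% of its genes were on, and for all 6 clusters these calls matched the paper's list in 20 of 20 strains. The paper kept only genes whose expression calls and sequence search matched, so this match too is set by that choice.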

Fifty-one “reference-based” pSymA genes are clustered into six syntenic groups, henceforth called clusters C1 (2 genes), C2 (4 genes), C3 (10 genes), C4 (14 genes), C5 (17 genes), and C6 (4 genes) (Fig. 2*A* and Dataset S3)—plus one single IS3-type transposase. An additional two transposases that form part of these 54 genes are located in pSymB (IS630-like element) and the chromosome (IS256-like element). Thirty-three “pangenome” PAV loci were also clustered into six groups (defined as two or more ORFs within 3 kb of each other) on pSymA, henceforth called clusters pan-C1 (2 ORFs), pan-C2 (8 ORFs), pan-C3 (3 ORFs), pan-C4 (2 ORFs), pan-C5 (11 ORFs), pan-C6 (7 ORFs) (Fig. 2*A* and Dataset S3). Clusters C1, C2, C4, C6, pan-C4, and pan-C6 are present in high-quality strains, while clusters C3, C5, pan-C1, pan-C2, pan-C3, and pan-C5 are mostly present in low-quality strains (Fig. 2*B* and Dataset S3). 

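The genes of these clusters were chosen by the paper for their correlation with shoot biomass in the same plants, so the tests of that relation start from this choice. Strains with cluster C1 on (n = 7) had a mean shoot biomass of 0.388 g ± 0.057 (SD) and those with it off (n = 13) had 0.261 g ± 0.121 (SD), a difference of 0.127 g (exact permutation test, two-sided, p = 0.020, adjusted p = 0.022 over 6 clusters). For C4, 6 strains with the cluster on exceeded the 14 others by 0.129 g (exact permutation p = 0.0222). For C6, the 16 strains with the cluster on exceeded the 4 others by 0.164 g (exact permutation p = 0.0083, adjusted p = 0.017), the largest difference of the 6 clusters with these biomass means, which fell to 0.131 g (exact permutation p = 0.032) with means over 10 plants. Strains with C5 on (n = 6) were smaller by 0.130 g (difference -0.130 g, exact permutation p = 0.0216), and with biomass means over 10 plants the C5 difference did not pass 0.05 (-0.098 g, exact permutation p = 0.075). The strains form an on group and an off group for each cluster, so a correlation over both together reflects that split, and correlations were read within the groups. Within groups of at least 6 strains, none of 11 correlations between cluster expression and biomass passed an adjusted p of 0.05 (smallest 0.80), and none passed at an unadjusted p. The off groups among them hold background counts, so only the on groups can show a relation with expression level. In the on groups the smallest unadjusted permutation p of Pearson's r was 0.39, for C6, where Spearman's rho was -0.49 (permutation p = 0.054). In C1, C2, C4, C5 and C6 the lowest on level was that of strain 182, with 1 library that carries the genes of strain 176A. For C4 it was log2 CPM 3.21, against a mean of 5.25 over the on strains. The correlations within groups were not rerun without that library, so they leave open whether expression level goes with biomass.

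**Figure D3:**
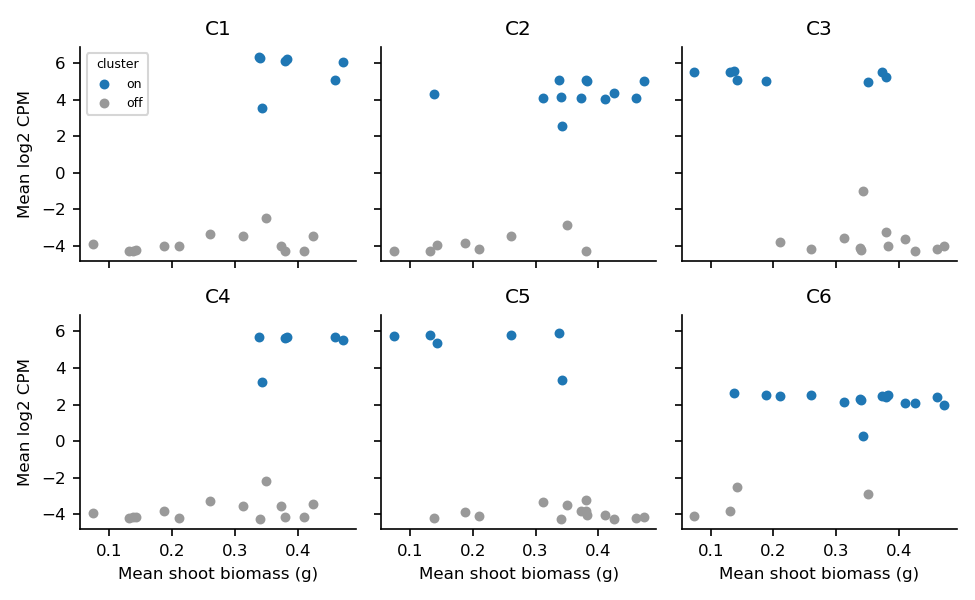
Mean log2 CPM of the genes of clusters C1 to C6 against mean shoot biomass in g, one point per strain, coloured by whether the cluster was called on or off. Strains with C1, C2, C4 or C6 on lie mostly at high biomass, and those with C3 or C5 on reach to low biomass; the low on point near 0.34 g in C1, C2, C4, C5 and C6 is strain 182, with 1 library that carries the genes of strain 176A.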

Strains that show intermediate phenotypes have different combinations of high- and low-quality associated gene clusters (strains in the center of Fig. 2*B*).

**Fig. 2.**
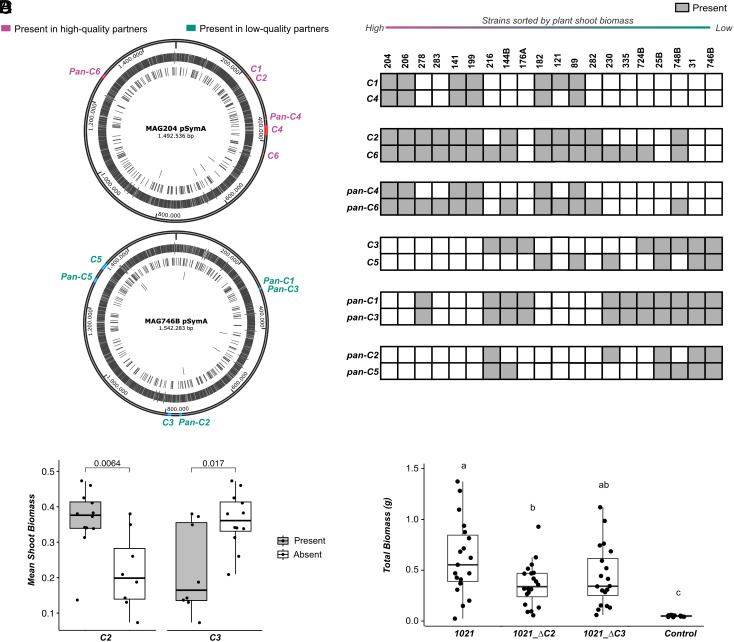
Gene cluster PAV associated with partner quality. (*A*) Circular map of the symbiotic plasmid (pSymA) of MAG204 and MAG746B showing the location of 1021-based (*C1-C6*) and pangenome-based (*panC1-panC6*) gene clusters. (*B*) Matrix displaying the presence or absence of gene clusters. Rows represent cluster names (*C1-C6, panC1-panC6*), and columns represent strains, sorted from high to low shoot biomass. Gray boxes indicate the presence of the cluster in the strain. (*C*) Mean shoot biomass of *M. truncatula* in symbiosis with strains in which clusters C2 and C3 are either present (gray) or absent (white). Each data point represents the mean shoot biomass of a strain (20 strains from the current experiment), and group means are compared through an independent *t* test. Significance levels are shown for each comparison. (*D*) Total biomass of *M. truncatula* inoculated with 1021, deletion mutants of clusters C2 (1021_ΔC2) and C3 (1021_ΔC2), or mock inoculated (control). Significantly different means are based on Tukey post hoc test.

### Reference-Based Clusters for Validation and Functional Analysis.

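With cluster C2 on, 12 strains had a mean shoot biomass of 0.364 g ± 0.087 (SD), against 0.217 g ± 0.107 (SD) for the 8 strains with it off. The difference of 0.148 g had an exact two-sided permutation p of 0.0042 (adjusted p = 0.0165). The test takes strains as independent. Strains 282 and 283, with identical genomes in the paper, and strains 182 and 89, hardly told apart by their genes, all carry C2. Each was counted as its own strain, so this p may be too small. With cluster C3 on, 8 strains had 0.222 g ± 0.125 (SD) and the 12 others 0.361 g ± 0.078 (SD), a difference of -0.139 g (exact permutation p = 0.0075). By exact p, C2 ranked first, C3 second and C6 close behind. With biomass means over 10 plants, the C2 difference was 0.148 g (exact permutation p = 0.0024) and the C3 difference was -0.128 g (exact permutation p = 0.011). By these means C4 (0.146 g, exact permutation p = 0.0051) and C1 (0.140 g, exact permutation p = 0.0059) ranked before C3.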

Focusing on the clusters found using the 1021 annotation, since this strain can be readily manipulated (53, 66), the presence/absence patterns of C2 and C3 were most associated with host DZA shoot biomass across the 20 *S. meliloti* strains (Fig. 2*C*). We confirmed the relevance of these gene clusters in partner quality variation by deleting clusters C2 (1021-ΔC2) and C3 (1021-ΔC3) in reference strain 1021. Consistent with our prediction based on our 20 strains, *Medicago* cv. DZA inoculated with 1021-ΔC2 had a 42% decrease in plant biomass compared to DZA inoculated with 1021 (*P* = 0.024; Fig. 2*D*). While we expected loss of Cluster 3 to increase DZA plant biomass, given its association with low-quality strains in this natural population, we found that plants inoculated with 1021-ΔC3 were not statistically different from those inoculated with 1021 (*P* = 0.124; Fig. 2*D*).

Cluster C2 (286,919 to 288,703 in ref. *S. meliloti* 1021) has functions related to N export, flavonoid signal transduction, and nodulation and includes an *Lrp/AsnC* family transcriptional regulator (*WP_234826226.1*). This TF family has been shown in *Escherichia coli* and *Bacillus subtilis* to have global and/or specific regulatory functions; in *E. coli,* AsnC is known to regulate asparagine synthetase (*asnB*). Asparagine has been reported as an important form of N produced in nodules and used by host legumes, and thus could be critical for host benefits. 

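Both genes of this cluster annotated as nuclear transport factor 2 family proteins were on in the same 12 strains. WP_010967276.1 (SM_RS26165) reached 23.7 CPM ± 10.2 (SD, n = 12 strains) where on, and 0.08 on average in the 8 other strains. WP_010967277.1 (SM_RS26170) reached 18.2 ± 3.94 (SD, n = 12) where on. In edgeR's quasi-likelihood test between strains with and without C2, on counts summed per strain, they differed by log2 8.73 (standard error 1.30, adjusted p = 0.0030) and 8.36 (standard error 1.21, adjusted p = 0.0026). The strains were grouped by these genes, so these p-values are no separate test. The highest mean in an off strain was 0.43 and 0.47 CPM, respectively.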

Cluster C2 also contains two SnoaL-like domain-containing proteins (*WP_010967276.1*/UniProt: Q930B7, *WP_010967277.1*) of the *NTF2* superfamily (IPR032710) that can reportedly interact with proteins binding to flavonoid molecules involved in the communication between a close relative to *S. meliloti, Rhizobium etli,* and its host plant. 

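The methyltransferase gene of cluster C2, WP_010967274.1 (SM_RS26155), was on in 12 strains at 31.6 CPM ± 10.9 (SD, n = 12) and had 0.24 on average in the strains without it. In strain 182, the library that carries the genes of strain 176A had 0 counts for it. The locus tag SM_RS26160, numbered between this gene and the next of the cluster, differed by log2 8.00 (standard error 1.03, adjusted p = 0.0011 from the same edgeR test). Over all S. meliloti genes, 6 were called between strains with and without C2, of which 5 were higher with the cluster. The 3 listed C2 genes, which define the groups, and SM_RS26160, numbered among them, are 4 of the 6, so their p-values are no separate test. The gene called lower was WP_015242546.1 (log2 -7.26, standard error 0.96, adjusted p = 0.0011). With DESeq2 163 genes were called, the alternative that moved this count most.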

There is also a class I SAM-dependent methyltransferase protein (*WP_010967274.1*/ UniProt: B3KLX3/GO:0008757) that is related to NodS (SAM) proteins involved in oligosaccharide biosynthetic processes, although the specific function of this gene in *Medicago-Sinorhizobium* symbiosis is unknown.

### PAV on the pSymA Phylogeny Indicates Mobility of Gene Clusters.

Heterogeneity in the PAV of gene clusters within well-defined clades of the core pSymA phylogeny (composed of the superset of 191 strains; *SI Appendix*, Fig. S6*A*) indicates the gain and loss of clusters through time, suggesting mobilization of these genetic elements via unidentified mechanisms. For example, a closer inspection of the pattern of both PAV and copy number of Cluster C2, even within our 20-strain subset, suggests cluster duplication and gene gain/loss through the evolutionary history of pSymA. First, the presence of C2 is scattered across the core strain phylogeny (strains in bold in *SI Appendix*, Fig. S6*B*). Second, four strains have two copies, suggesting recent acquisition of a second cluster. Third, drilling down even further by creating a phylogeny of the Cluster C2 itself (using an alignment of C2 gene sequences from strains where the cluster is present; *SI Appendix*, Fig. S6*C*) reveals two things: that the topology of the C2 phylogeny is distinct from the pSymA core genome topology, and that the C2 copies found in the same strains are not recent duplicates – again indicating independent movement of C2 relative to pSymA.

### The Nodule Pantranscriptome Reveals Coexpression Modules That Correlate with Gene Clusters on pSymA and Partner Quality.

Next, we explored pantranscriptomic variation by realigning our RNAseq data to the *S. meliloti* pangenome and *M. truncatula* reference and employed coexpression analyses to study how variation in bacterial gene expression is related to patterns of PAV in gene clusters and strain partner quality. Of all 12,107 gene groups identified in the pangenome, 39.6% were commonly expressed (counts ≥ 10 in all replicates), 4.7% were not expressed, and 55.7% were variably expressed across strains (Dataset S4). While ORFs in the core genome were more highly expressed than those in the accessory (shell and cloud) genome, there was higher dispersion (variance in gene expression among strains) in the accessory genome (*SI Appendix*, Fig. S7).

Our weighted gene coexpression network analysis (WGCNA) grouped genes into 31 modules representing the genetic variation in the bacterial gene network (Fig. 3*A* and *SI Appendix*, Fig. S8) (67). Modules vary in size from 10 to 2,145 genes, and some are enriched for either the chromosome, pSymA, or pSymB (Fig. 3*A*). Next, we correlated these modules with partner quality traits. The largest modules were dominated by chromosomal and pSymB genes and tended to be negatively correlated with biomass (Fig. 3 *A* and *B*); of 31 modules, only two were significantly positively associated with shoot biomass, while two were negatively correlated with shoot biomass (|r| > 0.6, *P* < 0.05) (Fig. 3 *B* and *C*). Genes were labeled as ambiguous when they were found on different genomic elements (e.g., chromosome, pSymA, pSymB, or accessory plasmids) across the strains in our study. Interestingly, two modules (r-M8 and r-M13) feature many of these potentially mobile genes, though neither module was significantly associated with plant biomass (Fig. 3 *A* and *B*). Three pangenome PAV clusters, pan-C2, pan-C4, and pan-C5 were filtered out from WGCNA (median expression < 10 counts); however, while these three clusters were present in only 5 to 6 strains, they were expressed when present (Dataset S5).

**Fig. 3.**
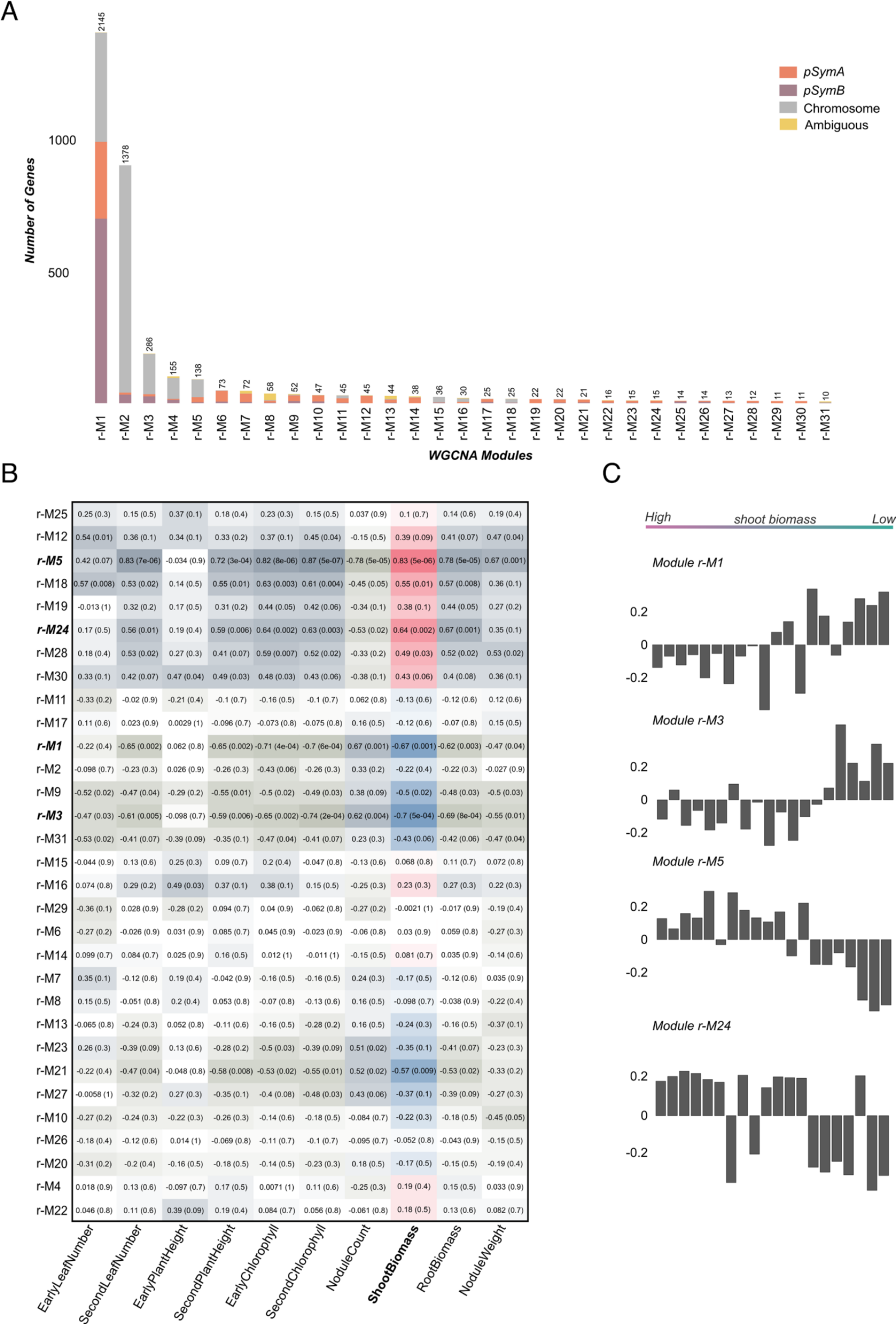
WGCNA of *S. meliloti* transcriptome. (*A*) Barplot showing the number of genes per WGCNA module, ordered by module size. The colors indicate the proportion of chromosomal and plasmid genes in each module. (*B*) Heatmap displaying the correlation coefficient (and *P*-value) between module eigengenes (ME) (rows) and plant traits (columns). The modules are sorted based on their similarity to each other. Highly significant modules (|r| > 0.6) are bolded and italicized. Correlations between modules and host plant biomass are highlighted (pink: positive; blue: negative). (*C*) The bar plots display eigengene values for significantly correlated modules for each strain, sorted from high to low shoot biomass along the *X* axis. Expression of genes in modules M5 and M24 are positively correlated with shoot biomass, while those in M1 and M3 are negatively correlated.

The two modules positively correlated with host shoot biomass include r-M5 (|r| = 0.83, *P*-value 4e-06), and r-M24 (|r| = 0.64, *P*-value 0.002) (Fig. 3*B*). These modules were closely related in hierarchical clustering of WGCNA modules (*SI Appendix*, Fig. S8); r-M5 is enriched with chromosomal genes, and r-M24 is enriched with pSymA genes (Fig. 3*A* and Dataset S6). Notably, r-M24 includes many of the transcriptional regulation related PAV genes of clusters C2 and pan-C6, which are coexpressed with genes encoding the type II toxin–antitoxin (TA) system. This includes *RelB/E* family loci [*WP_010967242.1* (A), *WP_010967243.1* (T)] located on pSymA. 

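Expression of the antitoxin WP_010967242.1 averaged 29.1 CPM ± 20.2 (SD, n = 20 strains) and ranged from 0 to 66.9. The toxin WP_010967243.1 averaged 13.1 ± 8.59 (SD, n = 20). In the edgeR quasi-likelihood test of the slope on shoot biomass over summed counts per strain, the antitoxin changed by log2 0.36 per 0.1 g (standard error 0.37, adjusted p = 0.58) and the toxin by log2 0.26 (standard error 0.39, adjusted p = 0.72), so neither slope was larger than its error allows. These values come from reads counted on the genes of strain 1021, not from the pangenome on which the module was built.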

Deletion of these two genes in a different symbiotic context (RmP110 with congeneric **Medicago* sativa*) was not found to significantly affect N fixation (68), though other TA systems are known to influence symbiosis (69, 70), and we found that knocking out C2 in Sm1021 did decrease plant biomass. Apart from TA systems, r-M24 also includes Clustersof Orthologous Groups (COG) terms for transcriptional regulation such as *Lrp/AsnC* (*WP_014532001.1*) and arabinose regulatory mechanisms (*GlxA; WP_014989851.1*, and *AraF; WP_010975369.1*), and an SRPBCC-domain containing protein (*WP_127535573*), an effector protein shown to promote symbiosis (71). However, no COG terms were significantly enriched in r-M24. 

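Of the genes listed for this module, AraF (WP_010975369.1) was found in the table. It averaged 92.9 CPM ± 9.03 (SD, n = 20 strains) and rose by log2 0.06 per 0.1 g of shoot biomass (standard error 0.02, adjusted p = 0.044 over all S. meliloti genes tested and 0.018 over the 8 named genes). Across strains its Pearson's r with biomass was 0.67 (permutation p = 0.0013, adjusted p = 0.0052 over the same 8) and Spearman's rho was 0.57 (p = 0.010); without the 2 farthest strains r was 0.50. WP_014532001.1, WP_014989851.1 and WP_127535573 were not analysed here.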

Module r-M5 is enriched in COG terms for energy production and conversion (fdr < 0.0001) and coenzyme transport and metabolism (fdr < 0.0001), and includes many important N fixation genes on pSymA including *fixABCGIKOUX* and *nifABDEHKNX* (*SI Appendix*, Fig. S9 and Datasets S6 and S7) (53, 72, 73).

The two modules negatively correlated with host shoot biomass include r-M1 (|r| = 0.67, *P*-value 0.001), and r-M3 (|r| = 0.7, *P*-value 0.0005) (Fig. 3*B* and Dataset S6). Module r-M1 features mostly (~80%) pSymB and chromosomal genes (Fig. 3*A*) and is enriched (fdr < 0.0001) in 13 COG categories including carbohydrate transport (by ABC transporters) and metabolism, transcription, and lipid transport and metabolism (Dataset S7). Module r-M3 includes mostly genes on the chromosome (Fig. 3*A*) and is enriched (fdr < 0.0001) in posttranslational modification, turnover, chaperones and transcription (Dataset S7). Although they were not found in the top modules, clusters pan-C1 and pan-C3 were both found in r-M21, which was marginally negatively correlated with shoot biomass (r = −0.57; Dataset S6).

### Plant-Bacteria Coexpression Reveals Host and Bacterial Modules That Are Correlated with Each Other and with Plant Biomass.

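Across all 80 libraries of host DZA, edgeR's quasi-likelihood F test of strain called 1437 of 34224 M. truncatula genes at an adjusted p under 0.05, and 1441 of 5994 S. meliloti genes. With DESeq2 the number of M. truncatula genes was 3379, the alternative that moved it most. With libraries regrouped among strains at random, the edgeR test still called a median of 334 and up to 992 M. truncatula genes. In simulated data 17.0% of its M. truncatula calls were false, so the 1437 may hold many false calls. Counts summed per strain and tested for a slope on shoot biomass gave 5219 M. truncatula genes, of which 3232 rose and 1987 fell with biomass. With limma on mean log2 CPM 8653 genes were called, of which 3156 rose and 5497 fell, so the balance of rising and falling genes depended on the tool. Chr4g0052001 rose by log2 0.72 per 0.1 g (standard error 0.06, adjusted p = 3.2e-07) and Chr7g0222161 fell by 0.62 on the log2 scale (standard error 0.05). Among S. meliloti genes the same test called 1050, of which 502 rose and 548 fell. WP_010969900.1 rose by log2 0.06 per 0.1 g (standard error 0.01, adjusted p = 0.0018), and WP_010975591.1 fell by 4.79 on the log2 scale (standard error 0.62, adjusted p = 0.0015). With the S. meliloti share of counts as a covariate, 63 S. meliloti genes were called, the alternative that moved this count most.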

We also studied how plant transcriptomes varied across partner rhizobium strains and identified plant gene modules (Dataset S8) significantly correlated with shoot biomass (more details in the *SI Appendix, Supplemental Text*). To examine the coexpression of plant and rhizobium genes within the nodule, we correlated modules across both networks (plant and rhizobia) using Module Eigengenes (MEs). Two plant (p) modules (p-M2 and p-M10) were significantly correlated with both rhizobium modules (cutoff: |*r*| > 0.7) and with plant shoot biomass (|*r*| > 0.6) (Fig. 4 and Dataset S9). We investigated these and closely related modules to uncover the relationships among legume and rhizobial biological processes regulating biomass accumulation.

**Fig. 4.**
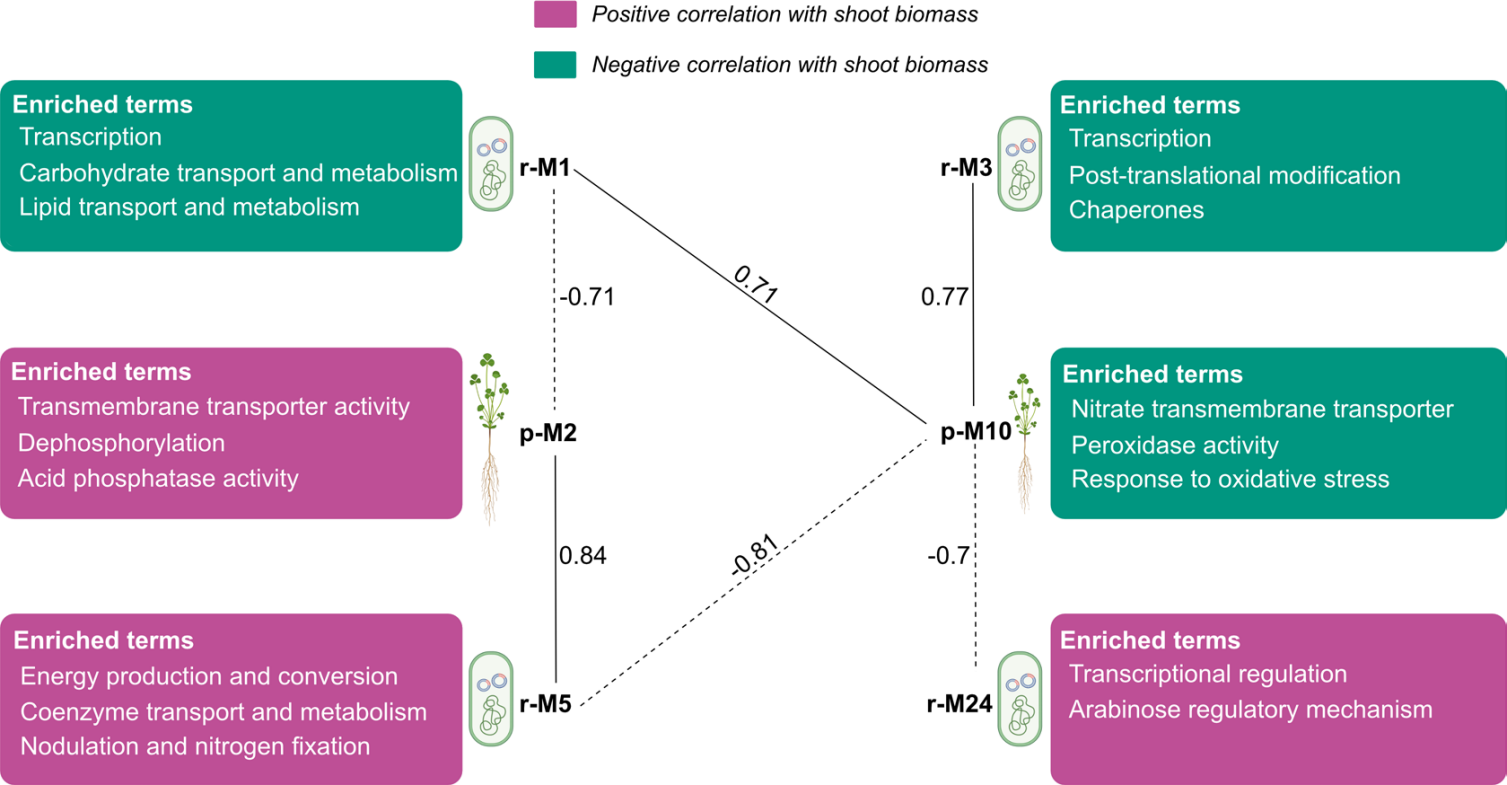
Relationships among important coexpressed plant and rhizobia modules. Pearson correlations between MEs of plant and rhizobia modules are shown. Enriched COG/GO terms are shown for each module. Negative correlations are represented as dotted lines, positive correlations as solid lines.

The plant module p-M2 and its close relatives p-M5 and p-M14 are positively correlated with shoot biomass and negatively correlated with r-M1 and r-M3 (Fig. 4 and Dataset S9). 

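Module membership was not recomputed. Instead, the genes that the paper lists for each plant module's GO terms were scored in each strain by their mean z-score over the 20 strains. The 99 genes of p-M2 in the table had a score that rose with shoot biomass (Pearson's r = 0.953, permutation p = 1e-05, the smallest possible, adjusted p = 7.3e-05 over 22 sets; Spearman's rho = 0.95). Without strains 746B and 25B, r was 0.930. The 168 genes of p-M5 gave r = 0.68 (p = 0.0010, adjusted p = 0.0038; rho = 0.68) and r = 0.54 (p = 0.019) without the 2 farthest strains. The 66 genes of p-M14 gave r = 0.65 (p = 0.0022, adjusted p = 0.0062; rho = 0.58, p = 0.0088) and r = 0.47 (p = 0.048) without them. Within strains, the scores also fell with the log2 S. meliloti share of counts over 80 libraries, with r = -0.80 for p-M5, -0.71 for p-M14 and -0.36 for p-M2 (adjusted p = 0.0044), and the p-M2 score rose with the share on the 3 large loci (r = 0.42), so the scores move with the mix of reads in a library as well as with strain. With scores z-scored over libraries before strain means were taken, r with biomass was 0.697 for p-M5 and 0.650 for p-M14. For p-M5, the partial r with biomass was then 0.620 given the mean log2 share (permutation p = 0.0037) and 0.435 given the mean share in percent (permutation p = 0.056). For p-M14 it was 0.487 (permutation p = 0.030) and 0.349 (permutation p = 0.13). Whether the p-M5 and p-M14 relations pass 0.05 beside the share thus depends on its scale. For p-M2, scored in the same way, r was 0.958. Its partial r was 0.960 given the log2 share, 0.953 given the share in percent and 0.869 given the share on the 3 large loci. The paper chose p-M2 for its correlation with shoot biomass in these libraries, so the relation of its genes follows in part from that choice and is no separate test of it. The rhizobium modules r-M1 and r-M3 were not analysed here.

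**Figure D4:**
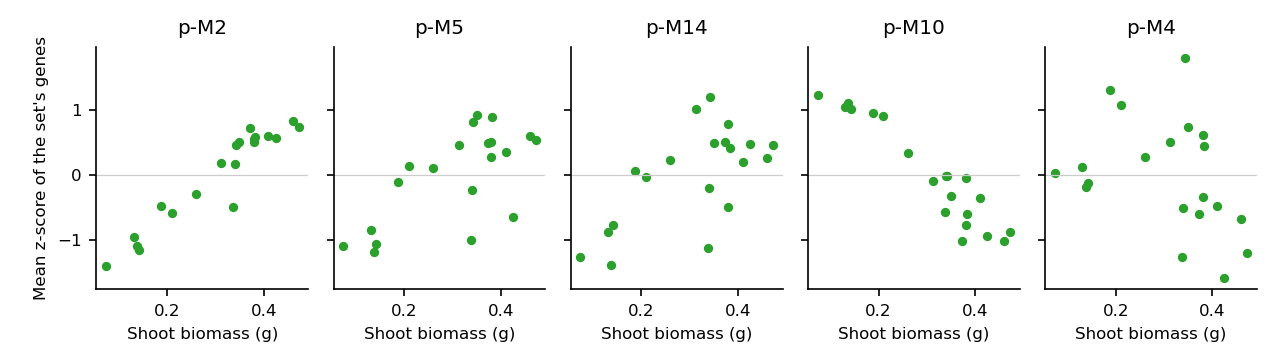
Mean z-score of the genes listed for 5 plant modules against mean shoot biomass in g, one point per strain. The p-M2, p-M5 and p-M14 scores rise with biomass, the p-M10 score falls, and the p-M4 score has a weaker relation.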

The representative Gene Ontology (GO) terms for the p-M2 module are release and recycling of phosphorus, the formation and function of nitrogenase via PPIases and Fe binding, and systemic resistance (genes listed in Dataset S10). Module p-M5 is enriched in GO terms related to protein and messenger RNA (mRNA) turnover, while p-M14 genes are enriched in GO terms for the synthesis of protein and mRNA (Dataset S10); together, these terms suggest transcriptional and translational reprogramming toward the benefit of plant biomass accumulation.

The second plant module p-M10, along with close relatives p-M4 and p-M35, are negatively correlated with shoot biomass and are positively correlated with rhizobia modules r-M1 and rM3 while negatively correlated with r-M5 and r-M24 (Fig. 4 and Dataset S9). 

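The 14 genes listed for p-M10 had a score that fell with shoot biomass (Pearson's r = -0.948, adjusted p = 7.3e-05 over the 22 sets; Spearman's rho = -0.90, p = 1e-05). Without strains 746B and 748B, r was -0.934. This module too was chosen by the paper for its correlation with biomass. Within strains its score fell with the log2 S. meliloti share of counts (r = -0.43, adjusted p = 8.0e-04) and with the share on the 3 large loci (r = -0.58). With scores z-scored over libraries before strain means were taken, r with biomass was -0.938. The partial r was -0.925 given the log2 share, -0.915 given the share in percent and -0.853 given the share on the 3 large loci. The 9 genes of p-M4 gave r = -0.37 (p = 0.11, adjusted p = 0.15; rho = -0.42, p = 0.069) and r = -0.41 (p = 0.093) without the 2 farthest strains, which did not pass the threshold. For p-M35, 2 listed genes are in the table, too few for a score. For rhizobium genes, the 3 genes of r-M24 and the 5 GWAS genes named in the text and found in the table were scored, a choice made after seeing the data. The r-M24 score fell as the p-M10 score rose (Pearson's r = -0.46, p = 0.039, adjusted p = 0.12 over 18 pairs of plant and rhizobium sets; Spearman's rho = -0.65, p = 0.0022), with r = -0.49 (p = 0.038) without the 2 farthest strains. Of the 18 pairs, 0 passed an adjusted p of 0.05 by Pearson's r (smallest 0.113), and 1, p-M10 with r-M24, passed by Spearman's rho. Given shoot biomass, the partial rho of this pair was -0.26 (permutation p = 0.26) and its partial r was -0.29 (permutation p = 0.21).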

Representative GO terms for module p-M10 include oxidative stress and nitrate transmembrane transport (Fig. 4 and Dataset S10); module p-M4 is enriched in GO terms for O2 binding and transport, killing of cells of another organism, and mRNA processing. The p-M4 module is dominated by late nodulin genes, a category of nodule-specific cysteine-rich (NCR) peptides that are frequently expressed in ineffective nodules (Dataset S8) (74), these late nodulin genes are also expressed in module p-M35 that is enriched in GO terms related to the import of proteins into the inner membrane of the mitochondria.

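The 9 genes that the paper assigns to p-M4 among known symbiosis genes had a score with r = -0.43 against shoot biomass (permutation p = 0.055, adjusted p = 0.087; Spearman's rho = -0.49, p = 0.030, adjusted p = 0.048). In edgeR, 5 of the 9 genes had negative slopes on biomass at an adjusted p under 0.05. MtVTL8 fell by 0.38 on the log2 scale per 0.1 g (standard error 0.05, adjusted p = 2.9e-05 from edgeR) and MtNCR169 fell by 0.25 (standard error 0.06, adjusted p = 0.010). MtDMI3 (log2 -0.03, adjusted p = 0.68) and MtNAD1 (log2 -0.05, adjusted p = 0.68) showed no slope beyond their errors.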

Putting it all together, we find that cluster PAV underlies expression patterns between plant and bacterial gene modules associated with partner quality. Specifically, in higher-quality strains (containing the transcriptional regulators in C2 and pan-C6), the expression of genes in modules r-M5–r-M24–p-M2 (Fig. 4) is coordinated such that genes involved in defense against toxins and oxidative stress (r-M24) and canonical nitrogen-fixation (*nif/fix*) genes (r-M5) are coexpressed with plant genes (p-M2) involved in phosphorus turnover (needed to enhance N-fixation and nodule respiration), ferric and ferrous iron binding, and protein peptidyl-prolyl isomerization, all necessary components for the proper folding and function of nitrogenase in effective nodules (75–79). Moreover, in these high-quality strains, the coordinated down-regulation of bacterial genes involved in carbohydrate and lipid transport and metabolism, along with plant genes encoding NCR peptides and oxidative stress responses, are associated with increased biomass accumulation. 

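Strains with and without cluster C2 were compared for plant expression on counts summed per strain. At an adjusted p under 0.05, 406 M. truncatula genes were called, of which 216 were higher and 190 lower in strains with the cluster. Chr4g0041811 was higher by log2 0.98 (standard error 0.16, adjusted p = 0.025) and Chr4g1018417 was lower (log2 -1.11, standard error 0.18). Because strains with C2 also have larger shoots, shoot biomass was added as a covariate, and 0 genes were then called, with 2356 at an unadjusted p under 0.05. The paper found that deleting C2 from the reference strain lowered plant biomass, so biomass may itself follow from C2. The covariate can then remove an effect of C2, and the 0 calls do not tell C2 and biomass apart. Without strain 182 plant 3406, a choice made after seeing the data, 185 were called with no covariate. The paper states that bacterial and plant genes change together in high-quality strains and are associated with increased biomass.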

As expected, opposite expression patterns are observed in lower-quality strains (containing C3 and not C2) that result in less biomass accumulation. These interrelationships – gene cluster PAV, coordinated host-bacterial coexpression, and plant benefits—emphasize the complexity of the genetic and regulatory underpinnings of natural variation in N-fixing symbiosis.

## Discussion

Managing legume–rhizobium symbiosis for sustainability and agricultural improvement and understanding symbiosis evolution in natural populations both require a systems-level analysis grounded in standing genetic variation (62). Recent strides in genomics, transcriptomics, and computational biology, along with abundant natural diversity within the *M. truncatula*-*S. meliloti* symbiosis have created opportunities for large-scale analyses of active processes within established nodules (34, 49, 80). These processes drive the trade of resources that ultimately determines the degree to which plants benefit from rhizobial symbiosis (54, 63, 81–83). Leveraging the naturally occurring genetic diversity across 20 *S. meliloti* strains, we employ a systems genetics approach that combines dual-RNAseq transcriptomics of host and symbiont with long-read, reference-quality genomes and phenotypic data to 1) highlight bacterial genes and pathways that contribute to partner quality variation available to natural and artificial selection for symbiotic improvement, 2) discover reveal variation in pSymA gene presence–absence that contributes to plant benefits, and 3) resolve coordinated host-symbiont coexpression in the nodule pantranscriptome associated with plant benefits.

### Genetic Architecture and Inheritance of Rhizobium Partner Quality.

Our research supports growing evidence that partner quality variation in nature depends on complex genetic architecture, including the modular inheritance of genes on symbiotic plasmids (84–87), particularly pSymA in *S. meliloti*. Nucleotide variations in the core genes of *S. meliloti* and their response to the environment (G x E) have previously been linked with quantitative natural variation in host benefits, as highlighted in the recent Genome-wide association study (GWAS) study by Batstone et al. (2022) and others (88). Here, we refine our understanding of the genetic architecture of partner quality in *S. meliloti* by adding the presence/absence of pSymA gene clusters, as well as correlated gene expression changes in thousands of genes in both host and symbiont. The association between PAV in functionally relevant gene clusters and partner quality in our dataset, along with incongruent evolutionary histories of clusters compared to the pSymA phylogeny, suggest that horizontal mobility of symbiosis genes, and their modularity in linked gene clusters, are likely major forces that generate variation in partner quality (36, 67, 85). This is particularly noticeable with cluster C2, which was found in high-quality strains in our population and was even found in duplicate in a subset of our strains including (but not limited to) some of the highest-quality strains (204, 199, 141). Whether copy number or simply presence of these putative symbiosis gene clusters is more important for symbiotic function remains to be determined; both are known to be important in *Mesorhizobium* (21). Knocking out C2 in the laboratory reference strain 1021 caused a major reduction in plant biomass, validating the association between C2 and partner quality. Integrating across diverse studies that draw from quantitative and population genetic approaches (33, 89), mapping (5, 21, 51), experimental evolution (4, 90–92), and transcriptomics (9, 49, 80, 93) suggests a model of symbiotic partner quality in which hundreds of diverse genetic underpinnings, and thus diverse modes of transmission and patterns of selection, determine the benefits of symbiosis for hosts in nature.

Our experimental design, in which a single genotype of hosts was inoculated with one of 20 strains in a common garden, allowed us to quantify how genetic variation in *Sinorhizobium* contributes to expression variation in both plant and rhizobium genes. Here, changes in plant gene expression are plastic responses of the plant transcriptome to genetic variation residing in the bacterial genome (i.e., symbiotic extended phenotypes; 4). Variation in *Sinorhizobium* gene expression, on the other hand, could be due to variants within the expressed genes themselves or variants elsewhere in the rhizobium genome and might involve multigene interaction (44, 66), epigenetic modifications (94, 95), or even structural variants/rearrangements that influence expression but not gene content (96). Remarkably, 56 out of 60 “universal” candidate genes (those mapped in at least three experiments) from our previous GWAS using a much larger set of strains (5) were actively expressed in nodules, suggesting that natural variation at the loci themselves, as well as expression of these loci, play a role in partner quality. We found 54 of these genes in modules significantly negatively correlated with shoot biomass (43 genes in r-M1 and 11 genes in r-M10; Dataset S11). 

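WP_010967350.1 averaged 90.0 CPM ± 28.3 (SD, n = 20 strains) and fell to 0.05 in the lowest strain, and WP_010967351.1 averaged 129 ± 34.6 (SD, n = 20) with 0.42 in the lowest. Both slopes on shoot biomass were near 0 by the edgeR test (log2 0.05 per 0.1 g, adjusted p = 0.92, and log2 0.02, adjusted p = 0.97), and with limma both had the opposite sign (log2 -0.19 and -0.17). WP_010975345.1 averaged 132 ± 12.4 (SD, n = 20) and changed by log2 0.03 (standard error 0.02, adjusted p = 0.38).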

Together these approaches provide robust targets for novel gene discovery and spotlight the role of natural variation in amino acid, polyamine, and sugar transporters in optimal symbiosis (*WP_010967350.1;SM_RS26550,WP_010967351.1;SM_RS26555,WP_010975345.1;SM_RS19440*; Dataset S11). They also highlight the importance of misregulation and miscommunication in poor-quality symbiosis, since a regulator and solute transport were associated with smaller shoot biomass (*WP_010975343.1;SM_RS19430, WP_010975557.1;SM_RS20515*; Dataset S11). 

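WP_010975343.1 averaged 79.4 CPM ± 6.35 (SD, n = 20 strains) and fell by 0.05 on the log2 scale per 0.1 g of shoot biomass (standard error 0.02, adjusted p = 0.035 from edgeR over all S. meliloti genes, 0.017 over the 8 named genes). WP_010975557.1 averaged 118 ± 14.6 (SD, n = 20) and fell by 0.09 (standard error 0.02, adjusted p = 0.0033, or 3.0e-04 over the 8). Its Pearson's r with biomass was -0.77 (permutation p = 1.4e-04) and Spearman's rho was -0.73 (p = 4.8e-04), and r was -0.69 without the 2 farthest strains. For WP_010975343.1 these were r = -0.63 (p = 0.0029), rho = -0.65 (p = 0.0025) and r = -0.52.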

Though these genes are novel, these functional hypotheses fit with our current understanding of bacterial metabolism, which is largely based on studies of a single laboratory strain (1021) and its isogenic mutants (29, 66, 97). Additional functional studies would be necessary to resolve the molecular mechanisms by which variation at these particular loci influence symbiosis, but these are tantalizing candidates given that transport functions typically lack resolution in metabolic models (54–57).

One implication of our findings is that clusters of genes associated with decreased partner quality in our study appear to be horizontally transmitted and maintained at intermediate frequency in natural *S. meliloti* populations. There are several hypotheses that might explain these results. First, selection during other phases of the bacterial lifestyle, beyond the nodules, might increase the frequency of these clusters if they improve bacterial fitness in other environments. For example, Burghardt et al. (2018) found little relationship between the relative fitness of strains in symbiosis versus soil, indicating environment-dependent selection on rhizobia. Second, it is possible that these same clusters are beneficial in other host genotypes; indeed, the partner quality of different *Sinorhizobium* strains is well known to depend on the host genotype (4, 5, 93, 98), implying that the phenotypic effect of alleles in those strains interact with genes in the host [i.e., intergenomic epistasis (98)]. Similarly, the effects of clusters on host and symbiont fitness might depend on epistatic interactions with other genes in the rhizobium genome; indeed, while our initial analysis indicated that cluster C3 was associated with low-quality partners, knocking out this cluster in the reference led to nonsignificant effects on partner quality—suggesting epistasis. Finally, fitness in multiscale symbiosis (including, for example, plasmids within bacteria and bacteria within hosts) (99) might play a role in maintaining seemingly unfit genes (86). There is a growing recognition that horizontally transmissible elements including plasmids, transposons, and other types of MGEs [are known to be abundant on pSymA (100)] have their own fitness interests and agency in natural populations (67). If gene clusters that decrease partner quality actually increase the frequency with which the MGE that carries them is duplicated, transmitted, or permitted entry, they might persist even in the face of plant-mediated selection for high quality rhizobia (67, 99, 101).

### Cross-Membrane Transport Systems and Signaling Pathway Heterogeneity Are Major Drivers in Plant Cell and Bacteroid Communication and Mutualistic Coordination.

Our dual-RNAseq of both plant and rhizobium genes actively expressed in nodule tissue enables us to identify functional processes in both partners that are strongly correlated with each other and with plant biomass. Modules positively associated with plant biomass (r-M5, r-M24, and p-M2) were mutually enriched in oxidative protection and energy mechanisms for the synthesis of N fixation genes along with the necessary plant processes and cofactors needed for the formation, stabilization, and function of the nitrogenase complex. Examining processes negatively correlated with plant biomass (r-M1, r-M3, and p-M10, p-M4, p-M35) suggests a role for plant NCR signaling genes expressed in low-quality interactions (102, 103) (Dataset S8). NCRs are activated in successive waves during nodule organogenesis and exhibit specific spatial localization of their transcripts from the apical to the proximal nodule zones (104, 105). Diverse NCR molecules have been associated with both infection response mechanisms and positive signaling for mutualism in compatible interactions, but also the terminal differentiation of bacteroids and ongoing maintenance of mutualism (102, 103, 106, 107). Given that we studied the genetic variation in gene expression across rhizobium strains, plant NCR expression is plastically responding (directly or indirectly) to genetic factors in the genomes of low-quality strains (104, 108). The roles of bacterial effectors, NCRs, and their coordinated bacterial responses are still being worked out using functional genetic approaches (109); nevertheless, it is known that NCRs can result in arrested development of bacteroids in symbiosomes (110, 111) and that strains have different susceptibilities to NCRs depending on both the presence of particular loci [e.g., BacA-like proteins (105)] as well as the genetic variation in unknown genes (110, 111). Importantly, all of our strains improve plant growth over control (Fig. 1*A*); thus, it is possible that NCR overexpression in our study signals plant response to nonterminally differentiated bacteroids due to incompatibilities with strains, rather than a defense response to rhizobia that would decrease plant fitness. It is also important to note that some NCRs in our study and in others promote high quality symbiosis (15).

It is important to note that there are ~200 annotated *ABC transporters* in *S. meliloti*, significantly more genes than in other similar alpha-proteobacteria (81, 112); nevertheless, our dataset is enriched in these functions compared to expectation based on their frequency in the genome. ABC transporters are heterogenic transmembrane protein systems that consist of the adenosine triphosphate-binding cassette-transporter, whose function is to actively mobilize solutes across the lipid membrane of the cell (113). Our study raises questions about communication dynamics between both partners in symbiosis, particularly involving ABC transporters and membrane permeability systems. Molecule transportation systems are thought to be determinants of mutualistic symbiosis between rhizobia and legumes and other organisms such as arbuscular mycorrhizae (114) and are particularly important for the communication between bacteroid and plant cells in the symbiosome as a means of nutrient mobilization and metabolic integration (97). The positive association of certain bacterial modules (e.g., r-M5 and r-M24) that contain various transporters (i.e. lipid, protein, AA, carbohydrate, etc.) with plant modules (p-M2) for membrane functions and amino acid metabolism (sulfur, sugar, nitrogen, metal ion, etc), but negative association with plant nitrate transmembrane transport (p-M10), suggests microbial membrane transport influences gene regulation in the plant cell and ultimately plant growth.

### Conclusions.

Systems genetics approaches have the potential to resolve the genetic mechanisms underlying ecologically and economically important variation in complex traits such as partner quality in nitrogen-fixing symbiosis. The contribution of host–strain interactions, G x E interactions, epistasis, and modular gene clusters suggest complex genetic architecture and Horizontal gene transfer underlying partner quality variation, shedding light on the fundamental nature of trait variation and inheritance in microbial populations. Identifying novel loci involved in oxidative stress, respiration, cross-membrane transport, carbon and nitrogen metabolism, and particular plant NCRs for future genetic studies will add resolution to mechanistic models of symbiosis, while providing a model for how host-symbiont coexpression analysis can generate hypotheses about coordinated functions in symbiosis. Our results also raise new evolutionary questions about how functional gene cluster PAV is maintained despite longstanding and abundant evidence for fitness alignment (via plant partner choice and/or sanctions) that increases the fitness of high-quality rhizobia (115–120). Our integrated approach thus provides valuable insights into the genomic and molecular intricacies of symbiotic interactions but also sets the stage for future research directions in understanding the evolution and sustainability of legume–rhizobium partnerships for agricultural improvement.

## Materials and Methods

### Experiment Design and Plant Measurements.

We grew host plants, *M. truncatula* (DZA), in a factorial, single inoculation experiment with 20 *S. meliloti* strains; 10 plants per strain were phenotyped (200 plants, plus controls), and four replicates were used for nodule RNA extraction (80 plants total). Plants and strains were chosen to maximize partner quality variation based on previous observations and were grown in the greenhouse as previously described (5). We took data on leaf number and height early in the experiment (~2 and 4 wk after planting). During harvest (6 wk postplanting), we measured several additional indicators of rhizobium partner quality: shoot and root dry biomass, chlorophyll content using a SPAD 502DL plus Chlorophyll meter (Spectrum technologies, inc. Bridgend, UK) and total number of nodules. For RNA, mature nodules (47 per plant on average) were collected from *Medicago* roots (mean nodule weight = 77 mg) into steel-bead prefilled tubes, immediately flash-frozen in liquid nitrogen, and stored at −80 °C. Frozen nodules were homogenized using a prechilled bead beater machine and stored back at −80 °C after total tissue disruption. We used the Plant RNeasy kit from QIAGEN® (MD, USA), adding an additional bead beater step while tissue was in lysis buffer, to obtain an average of 348 ng/μL (45.3-1282.1) of pure RNA.

### Sequencing, Data Preprocessing, and Reference-Based Transcriptome.

RNAseq libraries were prepared with Illumina’s TruSeq Stranded mRNAseq Sample Prep kit (Illumina, CA, USA), then pooled, quantitated by qPCR, and sequenced on one S4 lane for 300 cycles from both ends of the fragment on a NovaSeq 6000 sequencing system (Illumina). Fastq files were generated, demultiplexed with the bcl2fastq v2.20 Conversion Software (Illumina), and adaptors were trimmed. *M. truncatula* (A17 *r5.0*) reference files downloaded from INRAE/CNRS Medicago Bioinformatics Resources (63), and *S. meliloti* (strain 1021 assembly GCF_000006965.1 ASM696v1) reference files were downloaded from NCBI (64, 65). Salmon (121) (v 1.4.0) was used to index the combined *M. truncatula* (mrna + ncrna + rrna files) and *S. meliloti* (cds + rna files) transcriptomes using the decoy-aware method with the entire *M. truncatula* + *S. meliloti* genomes as the decoy sequence. Then quasi-mapping was performed to map reads to the combined transcriptomes with additional arguments --*seqBias, --gcBias, --numBootstraps*=30, --*validateMappings*, and --*recoverOrphans* to help improve the accuracy of mappings. Sequence data can be found in the Gene Expression Omnibus under accession number GSE212235. Additional statistical analyses were done in R (122) (v4.1.0) using packages as indicated in *SI Appendix*.

### Identification of 1021-Based PAV in *S. meliloti*.

The PAV of genes in each strain was determined by establishing counts per million (CPM) cutoffs for each strain. Genes with expression below the cutoff in three out of four replicates are labeled as “absent” in that strain, following a criterion adapted from the *filterByExpr* function in the *edgeR* package (123, 124) in R (122) (v4.1.0). Further filtering based on gene presence–absence patterns resulted in a set of 574 genes (Dataset S11) that were present in at least three and a maximum of 17 strains; of those, genes highly correlated with plant shoot biomass were selected based on cutoff (|r| > 0.5). PAV of these candidates were further verified with the *BLAST+* (125) search of gene sequences (cutoff: at least 98% identity and query coverage to call presence) against long-read assemblies of 20 strains (BioProject PRJNA1009820). We kept only candidate genes that had a 100% agreement between the predicted presence/absence calls based on the expression pattern and the sequence search results. Additional details can be found in the *SI Appendix*.

### Long-Read Assemblies of 20 *S. meliloti* Strains and Pangenome Assembly.

DNA extraction was performed using the PacBio Nanobind CBB kit® (PacBio, USA) on cultivated bacterial cells obtained from 20 strains of *S. meliloti*, then DNA extracts processed for PacBio Sequel II HiFi sequencing (126). Consensus long-read assemblies for the 20 *S. meliloti* strains were constructed using the Trycycler® tool (127), using default parameters, setting a minimum of 100× reads. To create neighbor-joining trees of the core genomes of the *S. meliloti* chromosome, pSymA, and pSymB, we aligned genomes and created trees using the SPINE-NUCMER-SNPS pipeline (128), then edited trees in FigTree (v1.4.4) and ggtree in R (v4.1.0).

Core, Shell, and Cloud categories across the pangenome were based on their presence across strains. Genes were grouped by their genomic element (chromosome, plasmid pSymB, plasmid pSymA, or eight nondefined extra chromosomal elements). Genes were then classified as “Core” (>99% of strains), “Shell” (15 to 95% of strains), or “Cloud” (<15% of strains) (129). The data were summarized by counts of gene groups and proportions calculated relative to the total of annotated genes for each element. Genome assemblies for all *S. meliloti* samples, including the 20 strains plus two reference genomes (Strain 1021 assembly GCF_000006965.1 ASM696v1; MABNR56 assembly GCF_037023865.1 ASM3702386v1), along with relevant annotation, were processed using Panaroo v1.5.1 (130) to generate a pangenome network for all protein-coding genes from the 22 *S. meliloti* strains. Full methods can be found in the *SI Appendix*.

### Pantranscriptome Gene Expression Quantification and Summary Statistics.

Salmon v1.10.0 (121) was used to generate a combined *M. truncatula* + *S. meliloti* pantranscriptome reference database. First, we combined MtrunA17r5.0 mRNA, ncRNA, and rRNA transcript FASTA files [downloaded from INRAE/CNRS Medicago Bioinformatics Resources (63)] with the *S. meliloti* pangenome “combined_DNA_CDS.fasta” transcripts, along with decoys consisting of the full MtrunA17r5.0 genome FASTA and the two NCBI *S. meliloti* reference genomes, ASM696v1 and ASM3702386v1. Salmon was then used to quantify the counts per transcript. Depending on the sample, the percentage of reads aligned to the combined *Medicago + S. meliloti* pangenome was 3.1 to 35.9%, of which 20.8 to 95.7% mapped to *Medicago* (Dataset S2). While this total alignment percentage appears much lower than the reference-based transcriptome, it does not include the ~7 to 75% rRNA per sample, only protein-coding transcripts. Full methods can be found in the *SI Appendix*.

### Genetic Manipulation of 1021-Based Gene Clusters C2 and C3.

Gene cluster deletions in *S. meliloti* Rmp110 were generated via an Flippase-Flippase Recognition Target recombination system: Plasmids with flanking FRT sites were constructed using Golden Gate cloning (131), introduced into *E. coli*, and then mobilized into *S. meliloti* by triparental mating. Next we performed a common garden experiment in the greenhouse to assess the effect of modified strains on *M. truncatula*. Plants were inoculated with mock control, wild-type strain 1021, or deletion mutants (1021_ΔC2, 1021_ΔC3), then grown for 8 wk. Aboveground tissue was harvested for biomass measurements, and we used one-way ANOVA and Tukey post hoc tests of variation among inoculation treatment. Full methods including a full list of bacterial strains and plasmids can be found in the *SI Appendix*.

### WGCNA.

We used the strain means of gene expression (average *logCPM*) to construct the coexpression networks in the WGCNA (132) package in *R* (122) (v4.1.0). The networks were constructed separately for *M. truncatula* and *S. meliloti* using the Medicago reference genome and pangenome of *S. meliloti* along with two reference strains.

Kyoto Encyclopedia of Genes and Genomes (KEGG) Automatic Annotation Server (133) was used for assigning KEGG Orthology numbers (Sinorhizobium and Medicago) and mapping of genes to metabolic processes and BRITE categories. The COG annotation of reference *Sinorhizobium* genes was obtained from *eggNOG-mapper* (134). KEGG and COG categories assignments were used to evaluate the enrichment of gene sets using *ClusterProfiler* (135) package in R (122) (v4.1.0). Full methods can be found in the *SI Appendix*.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05 (CSV)

Dataset S06 (CSV)

Dataset S07 (CSV)

Dataset S08 (CSV)

Dataset S09

Dataset S10 (CSV)

Dataset S11 (CSV)

Dataset S12

Dataset S13 (CSV)

## Data Availability

R scripts of the analyses are available on GitHub (https://github.com/mrizwanriaz/symbiosis) (136). Long-read assemblies can be accessed at NCBI BioProject PRJNA1009820 (137). Bulk RNAseq raw reads of *M. truncatula* and *S. meliloti* are available on GEO accession GSE212235 (138).

# Supplementary material for: Mobile gene clusters and coexpressed plant–rhizobium pathways drive partner quality variation in symbiosis
**Source:** Proc Natl Acad Sci U S A. 2025 Jul 29;122(31):e2411831122. doi: 10.1073/pnas.2411831122
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### Mobile gene clusters and co-expressed plant-rhizobium pathways drive partner quality variation in symbiosis

Muhammad Rizwan Riaz<sup>1+</sup>, Ivan Sosa-Marquez<sup>1+</sup>, Hanna Lindgren<sup>1</sup>, Garrett Levin<sup>4</sup>, Rebecca Doyle<sup>1,2</sup>, Mario Cerón Romero<sup>1</sup>, Julia C. Paoli<sup>1</sup>, Jenny Drnevich<sup>3</sup>, Christopher J. Fields<sup>3</sup>, Barney A. Geddes<sup>4</sup>, Amy Marshall-Colón<sup>1,\*</sup>, Katy D. Heath<sup>1,\*</sup>

<sup>+</sup>\*These authors contributed equally

\*Amy Marshall-Colón and Katy Heath

#### This PDF file includes:

Supporting Text  
Tables S1-S7  
Figures S1 to S11  
Legends for Supplemental Files S1 to S13  
SI References

#### Other supporting materials for this manuscript include the following:

Supplemental Files S1 to S13

## Supplemental Results

### Gene clusters associated with biomass represent diverse functional pathways

Although we did not validate the functional importance of the *C3* cluster in Sm1021 (529,340 – 539,369 in ref. *S. meliloti* 1021; present in low-quality partners), this cluster is located between essential symbiotic islands (*Nif*, *Nod* and *fix*) in 1021 (1) and contains functions annotated in transport, opine synthesis, and conjugation. It includes four ABC opine transporters in the *att* operon (File S3) that are reportedly involved in the transport of mannopine (2). These proteins are similar (~70%) to *A. tumefaciens* transporters reportedly involved in transporting mannopine, used in host colonization and infection as a nutrient source by *Agrobacterium* (3-5). 

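The transporter genes of C3 were on in 8 strains. The substrate-binding protein WP_010967494.1 averaged 77.9 CPM ± 7.39 (SD, n = 8 strains) where on, the permeases WP_010967495.1 and WP_010967496.1 averaged 57.2 ± 5.60 and 52.3 ± 5.42, and the ATP-binding protein WP_010967497.1 averaged 72.9 ± 6.48. In the 12 other strains the highest value was 19.5 for WP_010967497.1 and 18.8 for WP_010967494.1. Among the strains without C3, strain 182 had the highest mean level of the cluster (log2 CPM -0.99). As 1 of its libraries carries the genes of strain 176A, these values may come from that library.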

Rhizopine (rhizobial opines) have been reported to have a role in bacterial survival in symbiosis (6). Furthermore, *C3* includes a *GntR* family transcriptional regulator (*rctR*) that plays an important role in the signal transduction cascade repressing plasmid conjugation, putatively by controlling the expression of the *rctCBA* operon (7-11). The importance of conjugation repression or activation in the active nodule is unclear, but evidence in *Bradyrhizobium* suggests an important role of conjugation-related genes in the symbiotic interaction with the host (12). Other *C3* cluster genes synthesize putative proteins like a class III aminotransferase (WP\_010967499.1) and an SDR family oxidoreductase (WP\_010967501.1) with an unclear function in symbiosomes.

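WP_010967499.1 was on in 9 strains, at 91.8 CPM ± 27.1 (SD, n = 9), and WP_010967501.1 was on in the same number, at 51.1 ± 14.8 (SD, n = 9). For both, strain 182 was called on here while the paper lists the gene as absent there.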

Cluster *C4* primarily contains genes involved in molecular transport through ABC transporters, regulatory functions (transcriptional regulators *TetR/AcrR* and *MarR*) and cell wall modification-related enzymes (transglycosylase, phospholipase), while *C5* is focused on transport and metabolism, particularly amino acids and polyamines. 

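In C4, the TetR/AcrR regulator WP_010968053.1 was on in 6 strains at 44.4 CPM ± 14.7 (SD, n = 6), and the MarR regulator WP_010968060.1 in 7 strains at 22.6 ± 9.45 (SD, n = 7). The phospholipase D-like protein WP_010968056.1 averaged 116 ± 15.4 (SD, n = 6) and the transglycosylase WP_010968067.1 averaged 50.3 ± 7.20 (SD, n = 6). In C5, 6 strains expressed the thiamine pyrophosphate-binding protein WP_010968141.1, with a spread of 22.1 (SD) around its mean, and the aldehyde dehydrogenase WP_010968142.1 at 122 ± 18.0 (SD, n = 6). Off strains averaged under 0.5 CPM for each of these genes.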

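The 4 genes of C6 were expressed at low levels where on. WP_080590597.1 averaged 1.67 CPM ± 0.47 (SD, n = 16 strains), WP_041169997.1 averaged 3.92 ± 0.66, WP_010968007.1 averaged 6.89 ± 2.38 and WP_017269715.1, on in 17 strains, averaged 17.1 ± 5.19 (SD, n = 17). In the strains without it, WP_017269715.1 still averaged 1.24 CPM.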

*C6* is composed entirely of hypothetical proteins with unknown functions.

The distribution of functional annotations across the six pan-clusters shows specialized roles in cellular processes. Specifically, *pan-C1* is mainly associated with transcriptional regulation, modulating gene expression via DNA binding and control mechanisms, given the involvement of the *Rrf2* family transcriptional regulator (WP\_018098784.1) (13). Both clusters *pan-C2* and *pan-C6* are primarily linked to signal transduction, facilitating cellular responses through phosphorylation (WP\_015242250.1) mediated by response regulators (WP\_015242251.1) and electron transport mechanisms involving c-type cytochromes (WP\_015242248.1) (14). Moreover, *pan-C3* and *pan-C5* show enrichment in metabolic

functions, performing activities that are critical for energy production and balance and gene regulation, exemplified by NAD(P)/FAD-dependent oxidoreductases systems (WP\_020487185.1) (15). Lastly, *pan-C4* appears to serve both regulatory and metabolic roles, as suggested by the presence of the MFS transporter (WP\_014531244.1) (16).

### **Modules of plant gene expression responds to rhizobium strain variation**

Like the rhizobium pantranscriptome analysis, we used WGCNA to identify modules of plant genes with variable expression across strains and correlated with shoot biomass (Figure S10). We identified 52 modules ranging in size from 35 – 7,167 genes. Important modules were selected based on the correlation cutoff ( $|r| > 0.7$ ,  $p < 0.05$ ) between module eigengene (ME) and plant shoot biomass. 

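For the genes listed under the GO terms of p-M8, p-M18 and p-M20, scores rose with shoot biomass over the 20 strains. The 33 genes of p-M18 gave Pearson's r = 0.80 (permutation p = 4.0e-05, adjusted p = 2.2e-04; Spearman's rho = 0.73), with r = 0.70 without the 2 farthest strains. The 35 genes of p-M20 gave r = 0.70 (p = 6.5e-04, adjusted p = 0.0029; rho = 0.66) and r = 0.56 (p = 0.016) without them. The 70 genes of p-M8 gave r = 0.67 (p = 0.0013, adjusted p = 0.0041; rho = 0.73) and r = 0.65 without them. The paper chose these modules for their correlation with biomass. These sets were added after the data were seen.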

Modules significantly ( $p$ -value  $< 0.0001$ ) positively correlated with shoot biomass include p-M2 ( $r = 0.94$ ), p-M8 ( $r = 0.71$ ), p-M18 ( $r = 0.72$ ), p-M20 ( $r = 0.71$ ), and p-M23 ( $r = 0.76$ ) and are enriched for GO terms ( $p < 0.05$ ) including transmembrane transporter activity, dephosphorylation, acid phosphatase activity, auxin-activated signaling pathway, auxin biosynthetic process and cytokinin-activated signaling pathway. 

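The 4 genes listed for p-M41 had a score with Pearson's r = -0.64 against shoot biomass (permutation p = 0.0027, adjusted p = 0.0065; Spearman's rho = -0.68, p = 0.0016), and r = -0.75 without the 2 farthest strains. The paper chose this module too for its correlation with biomass, and the set was added after the data were seen.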

On the other hand, strong negative correlations with shoot biomass were found for modules p-M10 ( $r = -0.93$ ), p-M35 ( $r = -0.7$ ), and p-M41 ( $r = -0.72$ ) (Figure S10). These modules are significantly ( $p < 0.05$ ) enriched for nitrate transmembrane transporter activity, response to oxidative stress, mitochondrial import inner membrane translocase complex, carbohydrate transmembrane transport and sugar transmembrane transporter activity GO terms.

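Of 84 known symbiosis genes, 17 had a slope on shoot biomass at an adjusted p under 0.05 in the edgeR test over all genes. The 6 genes that the paper places in p-M5 had a score that rose with biomass (Pearson's r = 0.61, permutation p = 0.0048, adjusted p = 0.0106; Spearman's rho = 0.55, p = 0.014), with r = 0.48 (p = 0.042) without the 2 farthest strains. For p-M11, 3 genes gave r = -0.57 (p = 0.0096, adjusted p = 0.019) and Spearman's rho = -0.62 (p = 0.0043), with r = -0.39 (p = 0.11) without them, so Pearson's r depends in part on those strains. For p-M1, 3 genes gave r = -0.52 (permutation p = 0.019, adjusted p = 0.035) and -0.51 without the 2 farthest strains. Across the 4 fits that each left out 1 replicate, r for p-M1 ranged from -0.61 to -0.24. The sets of p-M0, p-M6, p-M7, p-M9, p-M13 and p-M15 did not pass (adjusted p from 0.28 to 0.99).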

Several known *M. truncatula* genes essential for effective nodulation and symbiotic nitrogen fixation process (SNF) (17) also show a variable expression from high to low quality of symbiotic partners (Figure S11). 

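The 8 symbiosis genes of p-M2 had a score that rose with shoot biomass (Pearson's r = 0.913, permutation p = 1e-05, the smallest possible; Spearman's rho = 0.91), with r = 0.890 without strains 748B and 25B; the paper assigned them to a module chosen for its correlation with biomass. MtTML2 (Chr6g0459491) averaged 15.2 CPM ± 5.17 (SD, n = 20 strains) and rose by log2 0.32 per 0.1 g (standard error 0.07, adjusted p = 0.0036 from edgeR over all genes). MtMATE69 rose by log2 0.48 (standard error 0.08, adjusted p = 5.5e-04), and MtVPS34 by log2 0.08 (standard error 0.03, adjusted p = 0.067). Of the 2 genes of p-M35, MtDME fell by 0.17 on the log2 scale (standard error 0.04, adjusted p = 0.0093), and MtMTP2 showed no slope beyond its error (log2 -0.05, standard error 0.05, adjusted p = 0.53).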

Some of the known SNF genes of *M. truncatula* are present in important WGCNA modules – eight genes in p-M2 (positively correlated with shoot biomass) including Too Much Love (TML)-related Kelch-repeat containing F-box protein, *MtTML2*, that regulates nodule numbers (18) and two genes in p-M35 (negatively correlated with shoot biomass) (File S13), including the DEMETER (DNA demethylase) and Metal Tolerance Protein (MtMTP2) genes.

### **Supplemental Methods**

#### **Sequencing, data preprocessing, and reference-based transcriptome**

Total RNA was sent to the Roy J. Carver Biotechnology Center at the University of Illinois Urbana-Champaign for preparation, sequencing, and analysis. The RNAseq libraries were prepared with Illumina's TruSeq Stranded mRNAseq Sample Prep kit (Illumina, California, USA), then pooled, quantitated by qPCR, and sequenced on one S4 lane for 300 cycles from both ends of the fragment on a NovaSeq 6000 sequencing system (Illumina). Fastq files were generated, demultiplexed with the bcl2fastq v2.20 Conversion Software (Illumina), and adaptors were trimmed. *M. truncatula* (A17 r5.0) reference files were downloaded from INRAE/CNRS Medicago Bioinformatics Resources (19), and *S. meliloti* (strain 1021 assembly GCF\_000006965.1 ASM696v1) reference files were downloaded from NCBI (20, 21). Salmon (22) (v 1.4.0) was used to index the combined *M. truncatula* (mrna + ncna + rna files) and *S. meliloti* (cds + rna files) transcriptomes using the decoy-aware method with the entire *M. truncatula* + *S. meliloti* genomes as the decoy sequence. Then quasi-mapping was performed to map reads to the combined transcriptomes with additional arguments `--seqBias`, `--gcBias`, `--numBootstraps=30`, `--validateMappings`, and `--recoverOrphans` to help improve the accuracy of mappings. Sequence data can be found in the Gene Expression Omnibus under accession number GSE212235.

The remaining statistical analyses were done in R (23) (v4.1.0) using packages as indicated below. Gene-level counts were estimated from transcript-level counts using the "bias corrected counts without an offset" method from the *tximport* package (v1.20.0). This method provides more accurate gene-level count estimates and keeps multi-mapped reads in the analysis compared to the traditional alignment-based method (24). 

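On the deposited counts, the low-count filter kept 5993 S. meliloti genes as deposited and 5994 after rounding. TMM factors of the DZA libraries ranged from 0.14 to 1.91 for S. meliloti and from 0.22 to 1.82 for M. truncatula. Without the filter, 6065 S. meliloti and 47344 M. truncatula genes were tested.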

The reads were split into *M. truncatula* and *S. meliloti* genes, and additionally filtered out if they did not have at least 10 counts per sample in at least 4 samples, and Trimmed Mean of M values (TMM) (25) normalized counts were used for each analysis.

Principal Component Analysis (PCA) was performed using the *prcomp* function from the *stats* package in R (23) (v4.1.0). The genes that passed low-filtering criteria were used to calculate the mean expression for each strain. The *filter\_by\_variance* function of the BioNero package (26) was used to extract highly variable genes of *M. truncatula*.

### **Identification of 1021-based presence-absence variation in *S. meliloti***

The presence-absence variation of genes in each strain was determined by establishing counts per million (CPM) cutoffs for each strain. The CPM cutoff for any strain is calculated by dividing

the number of replicates (i.e., four) by the median library size of replicates of the strain. The cutoff adapts to the library sizes of the replicates of the strain and filters out lowly expressed and noise genes. Genes with expression below the cutoff in three out of four replicates are labeled as “absent” in that strain, following a criterion adapted from the *filterByExpr* function in the *edgeR* package (27, 28) in R (23) (v4.1.0). The Upset plot was constructed to show the intersection among strains using the *UpSetR* (29) package in R (23) (v4.1.0). Further filtering based on gene presence-absence patterns resulted in a set of 574 genes (File S12) that were present in at least three and a maximum of 17 strains; of those, genes highly correlated with plant shoot biomass were selected based on cutoff ( $|r| > 0.5$ ). Because gene expression reflects the alignment of reads against the reference genome (*S. meliloti* 1021), we further verified the presence-absence variation (PAV) of these candidates with the *BLAST+* (30) search of gene sequences (cutoff: at least 98% identity and query coverage to call presence) against the long-read assemblies of 20 strains (BioProject PRJNA1009820). 

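Expression was counted on the genes of strain 1021, and the genes a library expressed were compared with those of the strain it is labelled with. A library's expressed accessory genes, 822 in number, matched its own strain at a median of 99.8% in the 152 libraries of both hosts within the limits set for a match and for a second strain, whose matches reached down to 90.4%, and at 54.2% in the DZA library labelled strain 182 plant 3406. These limits, 85% for the match and 10% for the level of a second strain, were set after the values were seen.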

We kept only candidate genes that had a 100% agreement between the predicted presence/absence calls based on the expression pattern and the sequence search results.

### **Long-read assemblies of 20 *S. meliloti* strains and pangenome assembly**

DNA extraction was performed using the PacBio Nanobind CBB kit® (PacBio, USA) on bacterial cells obtained from 20 strains of *S. meliloti*. These strains were cultivated in liquid Tryptone Yeast media (TY) for 48 hours at 30 degrees Celsius on a shaker. Subsequently, DNA extracts were forwarded to the UIUC Roy J. Carver Biotechnology Center for PacBio Sequel II HiFi sequencing (31).

Consensus long-read assemblies for the 20 *S. meliloti* strains were constructed using the Trycycler® tool (32), using default parameters, setting a minimum of 100X reads. Trycycler® facilitates the generation of consensus sequences from multiple sequence alignments, reconciling alternative sequences from contigs to resolve circularization and distinguishing different replicons. In *S. meliloti*, these replicons typically represent a chromosome, a chromid (pSymB), a megaplasmid (pSymA), and an extra-chromosomal unidentified element in some strains (Contig 004). 

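Strains 282 and 283 were compared on 4 DZA libraries each with edgeR's quasi-likelihood test. At an adjusted p under 0.05, 0 of 5555 S. meliloti genes were called, with 92 at an unadjusted p under 0.05, and 0 of 23589 M. truncatula genes, with 832 at an unadjusted p under 0.05. All 35 splits of the 8 libraries were compared, and 28 of them had at least as many S. meliloti genes, and 20 at least as many M. truncatula genes, at an unadjusted p under 0.05 as the real split. DESeq2 called 23 M. truncatula genes, 14 higher and 9 lower, and 0 S. meliloti genes, with 66 at an unadjusted p under 0.05. In simulated data of this size, edgeR recovered 98.5% of S. meliloti genes changed by a log2 of 2 and 41.5% of such M. truncatula genes. A plant difference of that size could thus be missed. DESeq2 recovered 74.5% of such M. truncatula genes, but 28.4% of its calls were false. With edgeR, other splits of the 8 libraries gave up to 22 M. truncatula genes. Mean shoot biomass was 0.312 g for strain 282 and 0.410 g for strain 283.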

Sequencing also revealed that strains 282 and 283 have identical genomes; nevertheless, epigenetic modifications may contribute to the observed transcriptomic and biomass differences (Figure 1), thus we retained both strains for downstream analysis. To create neighbor-joining trees of the core genomes of the

chromosome, pSymA, and pSymB, we aligned genomes and created trees using the SPINE-NUCMER-SNPS pipeline (33), then edited trees in FigTree (v1.4.4) and ggtree in R (v4.1.0).

Core, Shell, and Cloud categories across the pangenome were based on their presence across strains. Genes were grouped by their genomic element (chromosome, plasmid pSymB, plasmid pSymA, or 8 non-defined extra chromosomal elements). Genes were then classified as "Core" (>99% of strains), "Shell" (15–95% of strains), or "Cloud" (<15% of strains). The data was summarized by counts of gene groups and proportions calculated relative to the total of annotated genes for each element. Genome assemblies for all *S. meliloti* samples, including the 20 strains plus two reference genomes (Strain 1021 assembly GCF\_000006965.1 ASM696v1; MABNR56 assembly GCF\_037023865.1 ASM3702386v1), along with relevant annotation, were processed using Panaroo v1.5.1 (34) via the following command: 'panaroo -i files.fofn -o Panaroo-run --clean-mode strict --remove-invalid-genes -a pan --threads 24' to generate a pangenome network for all protein-coding genes from the 22 *S. meliloti* strains.

### **Identification of gene presence-absence variation in the pangenome of 20 strains**

The Panaroo pipeline (34) predicted presence-absence of each gene group based on genome assemblies. The Panaroo presence-absence output comprises of 11,985 gene groups. These genes were further filtered based on our previous criteria (see above), i.e., select genes that are present in at least three and maximum 17 strains. It resulted in a set of 2,411 genes, which are used to compute the correlation between presence-absence of gene groups and plant shoot biomass. We found 483 gene groups that are significantly correlated with plant shoot biomass ( $|r| > 0.5$ ), which contain our previously identified 1021 based gene clusters as well. Then, 436 of these are single copy genes. We filtered these for low counts (when present) based on read alignment to pangenome, which resulted in 431, and after excluding previous candidates, 386 are new candidates from pangenome analysis.

We divided presence-absence candidate genes into two groups i.e., 1021 and non-1021 specific genes. 32 of these candidates are present in 1021 reference strain, out of which 23 are positively and 9 are negatively correlated with shoot biomass. 22 gene groups are present on pSymA and 10 are located on pSymB of 1021 reference strain. The non-1021 candidates, 354 out of 386, are comprised of 32 positively and 322 negatively correlated gene groups with shoot biomass. Exploring further the frequency of these gene groups, we found that 289 of these are only present in three or four strains, but we are interested in gene groups

with intermediate presence-absence variation (present in at least 5 and maximum of 12 strains). We selected 60 gene groups with intermediate variation, out of which 18 are positively correlated (meaning these genes are present in high-quality strains), and 42 are negatively correlated with shoot biomass.

We looked for strain-specific gene clusters in these candidates i.e., genes that are present consecutively in a strain. Next, we checked for clusters at pangenome level, and looked for gene groups present in clusters in all strains (when present in a strain), and identified six pangenome-level clusters comprising of 33 genes located on pSymA (File S3).

### **Pantranscriptome gene expression quantification and summary statistics**

Salmon v1.10.0 (22) was used to generate a combined *Medicago truncatula* + *S. meliloti* pantranscriptome reference database. First, we combined MtrunA17r5.0 mRNA, ncRNA and rRNA transcript FASTA files (download from INRAE/CNRS Medicago Bioinformatics Resources (4)) with the *S. meliloti* pangenome “combined\_DNA\_CDS.fasta” transcripts, along with decoys consisting of the full MtrunA17r5.0 genome FASTA and the two NCBI *S. meliloti* reference genomes, ASM696v1 and ASM3702386v1. Salmon was then used to quantify the counts per transcript using the following options: ‘salmon quant -i \$REFERENCE -l ISF -1 \$SAMPLE\_ID\_R1\_001.fastq.gz -2 \$SAMPLE\_ID\_R2\_001.fastq.gz --numBootstraps=30 --validateMappings --recoverOrphans -o \$SAMPLE\_ID --seqBias --gcBias --writeUnmappedNames -p 12’.

The original combined 189,921 *Medicago* + *S. meliloti* pangenome transcripts were reduced to 95,428 unique transcript sequences by Salmon, which removes exact sequence duplicates when making the reference Salmon index database, because: 1) the same ORFs were duplicated due to their presence in multiple strains and thus multiple IDs in the full pangenome output, and 2) a small number of genes with multiple copies in strain genomes (e.g., transposases) are assigned separate gene group IDs and transcript IDs by Panaroo given their distinct genomic locations. Final transcripts pre- and post-duplicate filtering were: *Medicago* total = 50,343, unique = 49,928; *S. meliloti* total = 139,578, unique = 45,500. Panaroo’s “gene\_data.csv” output file was used to map *S. meliloti* protein-coding IDs to pantranscriptome gene cluster IDs, then sum all *S. meliloti* Salmon-based protein-coding gene counts (e.g., analogous to ‘transcript-level’ counts for *Medicago*) to gene cluster counts using

the “lengthScaledTPM” method from the tximport package (8) (v1.32.0) which additionally corrects for differences in protein-coding gene length.

Next, we used the presence-absence annotation for each gene group, along with expression counts, to calculate mean expression abundance and dispersion between core and accessory genes in the pantranscriptome (35). Genes not present in any of the 20 strains were filtered out, and remaining 11,454 gene groups were classified into “core” (4,926), if present in all 20 strains, and “accessory” (2,073), if present in 2-19 strains. The log<sub>2</sub>CPM values were used to calculate the mean expression abundance and dispersion (mean absolute deviation), and two-sided Wilcoxon signed-rank test in R (23) (v4.2.2) was performed to compare core genes versus accessory genes (Figure S7).

### **Genetic manipulation of 1021-based gene clusters C2 and C3**

The full list of bacterial strains and plasmids can be found in the tables below (Table S1-S7). *Escherichia coli* strains were routinely grown at 37°C on LB. *Sinorhizobium meliloti* strains were routinely grown at 30°C on LB supplemented with 2.5 mM MgSO<sub>4</sub> and 2.5 mM CaCl<sub>2</sub>. When appropriate, the following concentrations of antibiotics were used when growing *E. coli*: chloramphenicol (Cm) 5 µg mL<sup>-1</sup>, gentamicin (Gm) 20 µg mL<sup>-1</sup>, kanamycin (Km) 25 µg mL<sup>-1</sup>, and tetracycline (Tc) 5 µg mL<sup>-1</sup>. The following concentrations of antibiotics were used when growing *S. meliloti*: gentamicin (Gm) 60 µg mL<sup>-1</sup>, neomycin (Nm) 200 µg mL<sup>-1</sup>, streptomycin (Sm) 200 µg mL<sup>-1</sup>, and tetracycline (Tc) 5 µg mL<sup>-1</sup>. Blue-white screening occurred on LB selection plates with a concentration of 40 µg mL<sup>-1</sup> of 5-bromo-4-chloro-3-indolyl-beta-D-galactopyranoside (X-gal). 2.5 mM protocatechuate was included in mating plates to induce flippase production of pTH2505.

Deletions were created using an FLP-*FRT* site-specific recombination strategy (36). In brief, this approach relied on the ability of a flippase (FLP) to initiate the recombination of two *FRT* sites that flanked a desired region to be excised. Conjugation via triparental mating (37) was used to facilitate the transfer of either plasmids bearing a left or right flanking *FRT* site or a protocatechuate inducible flippase (pTH2505). Plasmids bearing left or right flanking *FRT* sites were constructed using Golden Gate cloning (38). All primers used to amplify homologous flanking regions are listed in the tables below. Putative plasmids were introduced to chemically competent DH5-Alpha cells via heat shock transformation. Along with selection

on antibiotics, blue-white screening via *lacZ* was utilized to identify recombinant bacteria. A complete list of assembled plasmids can be found in the table below.

Integration of plasmids bearing *FRT* sites into the genome of RmP110 (Rm1021 pSymA NC\_003037) occurred via single-crossover homologous recombination. These integrations occurred step-wise, as the left flanking *FRT* site was first integrated, followed by the right flanking *FRT* site. Integration of these plasmids into the correct location of the RmP110 genome was verified using PCR. Primers and pairings used are listed in the tables below. After the presence of both the left and right *FRT* sites was verified, a final conjugation introduced a plasmid bearing a protocatechuate inducible flippase (pTH2505). Transconjugants were selected for on Sm and Tc and screened for Nm<sup>R</sup> and Gm<sup>S</sup>. Removal of the region flanked by *FRT* sites was verified by PCR. Primer pairings are listed below.

To evaluate the effects of modified *S. meliloti* strains on *M. truncatula*, we performed a fully-randomized common garden experiment in which DZA plants were inoculated with one of four treatments: mock inoculation, wild-type 1021, 1021\_ΔC2, or 1021\_ΔC3. After two weeks of germination, each plant was inoculated with 500 mL of bacterial culture adjusted to an optical density at 600 nm (OD<sub>600</sub>) of 0.1. Plants were grown for a total of eight weeks under controlled greenhouse conditions, at which time all plants were harvested and aboveground tissue weighed for biomass (our proxy for rhizobial partner quality). We used one-way ANOVA and Tukey post-hoc tests in R v4.1.0 to test for effects of gene deletions.

### **Pangenome-based Weighted Gene Co-expression Network Analysis (WGCNA)**

We used the reads aligned to pangenome and *Medicago* reference to perform WGCNA. The strain means of gene expression (average *logCPM*) were used to construct the co-expression networks in the WGCNA (39) package in R (23). The networks were constructed separately for *M. truncatula* and *S. meliloti*. The genes with low/no expression are filtered out prior to performing the analysis. First, the network topology analysis was performed to determine the best soft-threshold power ( $\beta$ ) using biweight midcorrelation and signed hybrid network in the *pickSoftThreshold* function. We computed the soft-threshold power for two subsets of data for performing WGCNA: Sinorhizobium pangenome genes ( $\beta = 10$ ) and *Medicago* genes ( $\beta = 8$ ) according to scale-free topology criteria. Subsequently, we used the WGCNA package to construct a weighted adjacency matrix that provides continuous connection strength ([0, 1]) using the selected soft-threshold power (Figure S8). Finally, the co-expression matrix and the

topological overlap matrix (TOM) were used to assess the interconnectedness of two genes by the degree of their shared neighbors across the global network. For each dataset (rhizobial genes and plant genes), the modules were detected computationally using *deepSplit* = 2 and *mergeCutHeight* = 0.2 parameters. The module eigengene (ME) is the first principal component of a given module. To find the most significant associations, MEs were used to compute the module membership (MM) and correlation with trait means.

## Supplementary Tables related to transgenic methods

**Table S1: Strain and Plasmid Table**

**Table S2: Summary of Strains Used in Construction of Individual Deletions**

**Table S3: Primers for Inserts Used in Plasmid Construction**

**Table S4: Primers Anchored in Genome Used for Verification of Plasmid Integration into Genome**

- Primers are based in genome bordering newly integrated plasmids. Only used for verification purposes.

**Table S5: Primers Anchored in Vectors Used for Verification of Plasmid Integration into Genome**

- Forward primers in vector backbones were paired with reverse primers anchored in genome, while reverse primers in vector backbones were paired with forward primers anchored in genome. Only used for verification purposes.

**Table S6: Primer Pairings for Verification of Plasmid Integrations**

**Table S7: Primer Pairings for Verification of the Excision of Flanked Region (Deletion Verification)**

## Supplementary figures

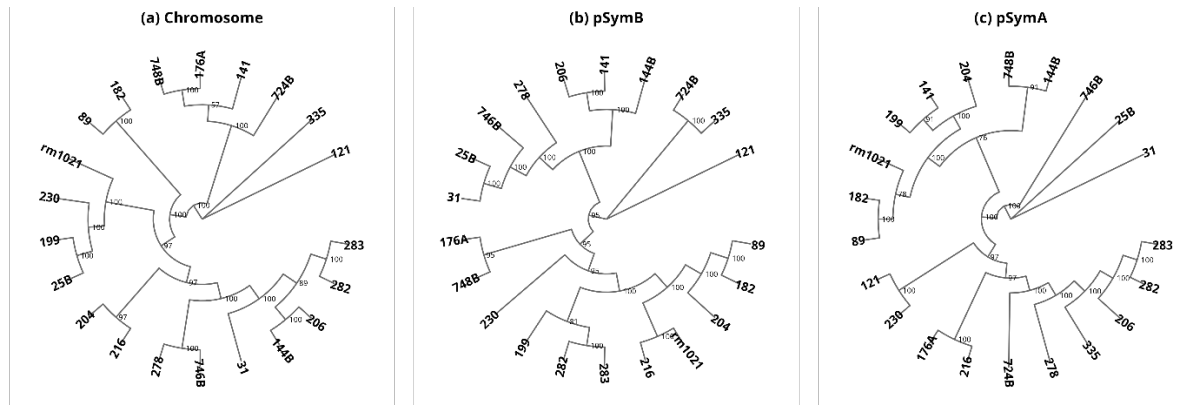

**Figure S1.- Core phylogenies of the 20 *Sinorhizobium meliloti* wild isolates arranged by genetic replicon.** Chromosome (a) pSymB (b) and pSymA (c). Bootstrap values are presented in nodes.

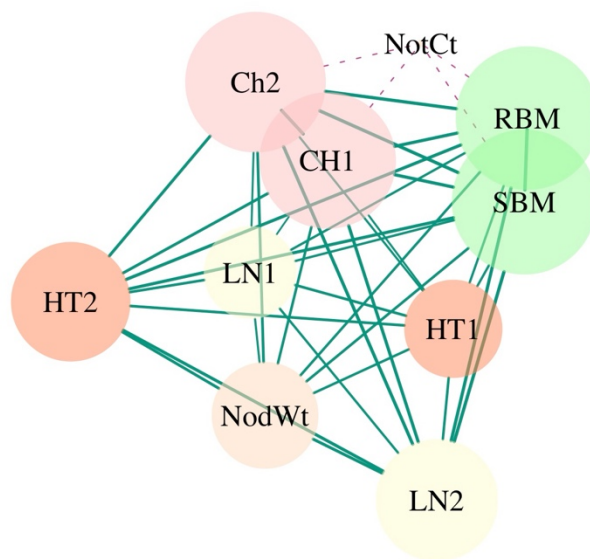

**Figure S2: Trait-trait correlation network.** Trait-Trait correlation (10 replicates per strain) network shows significant positive (green) and negative (pink) correlations between different traits/phenotypes; CH1 and CH2: early and late chlorophyll; HT1 and HT2: early and late height; LN1 and LN2: early and late leaf numbers; SBM: shoot biomass; RBM: root biomass; NodCt: nodule count; NodWt: nodule weight. Edges with a correlation coefficient of less than 0.3 are not shown, dotted lines represent  $|r| < 0.5$ , and edge width is proportional to the correlation coefficient.

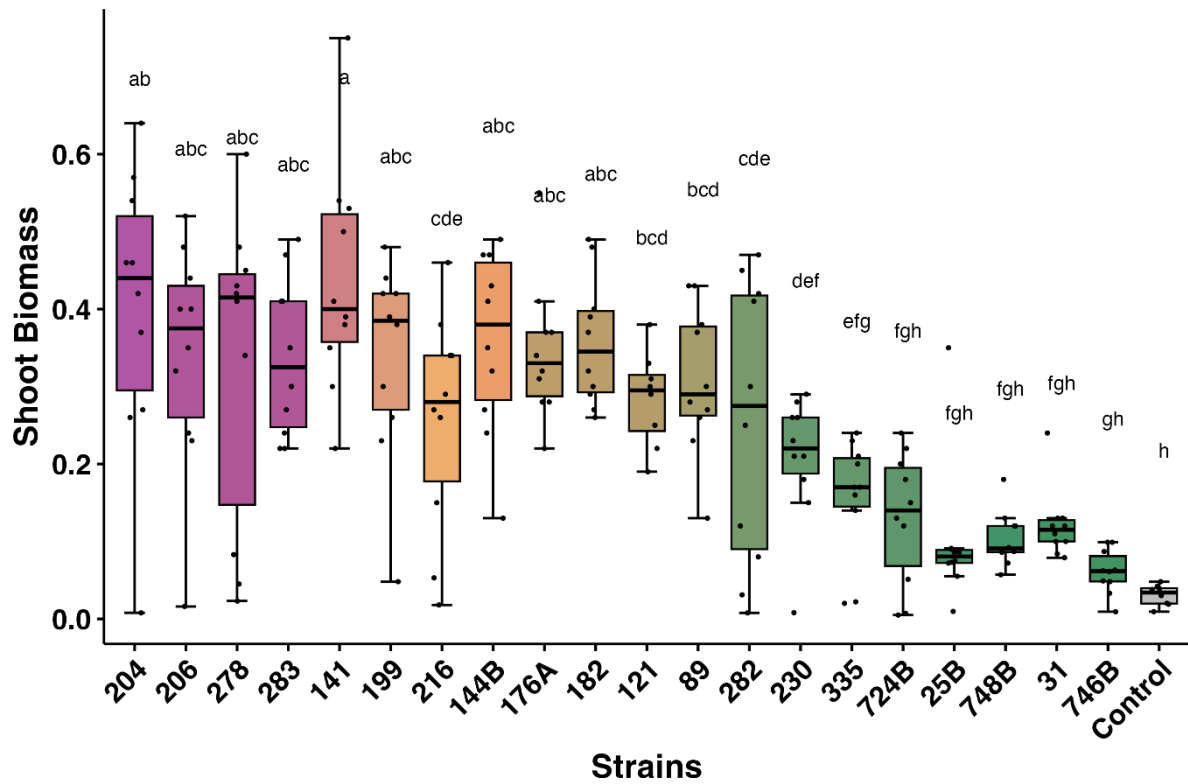

**Figure S3: Partner quality of 20 *S. meliloti* strains.** Boxplots present the distribution of plant biomass when *M. truncatula* host plants were inoculated with one of 20 strains (10 replicates each). Letter-based groupings of means were assigned by ANOVA followed by Duncan's test (alpha = 0.05).

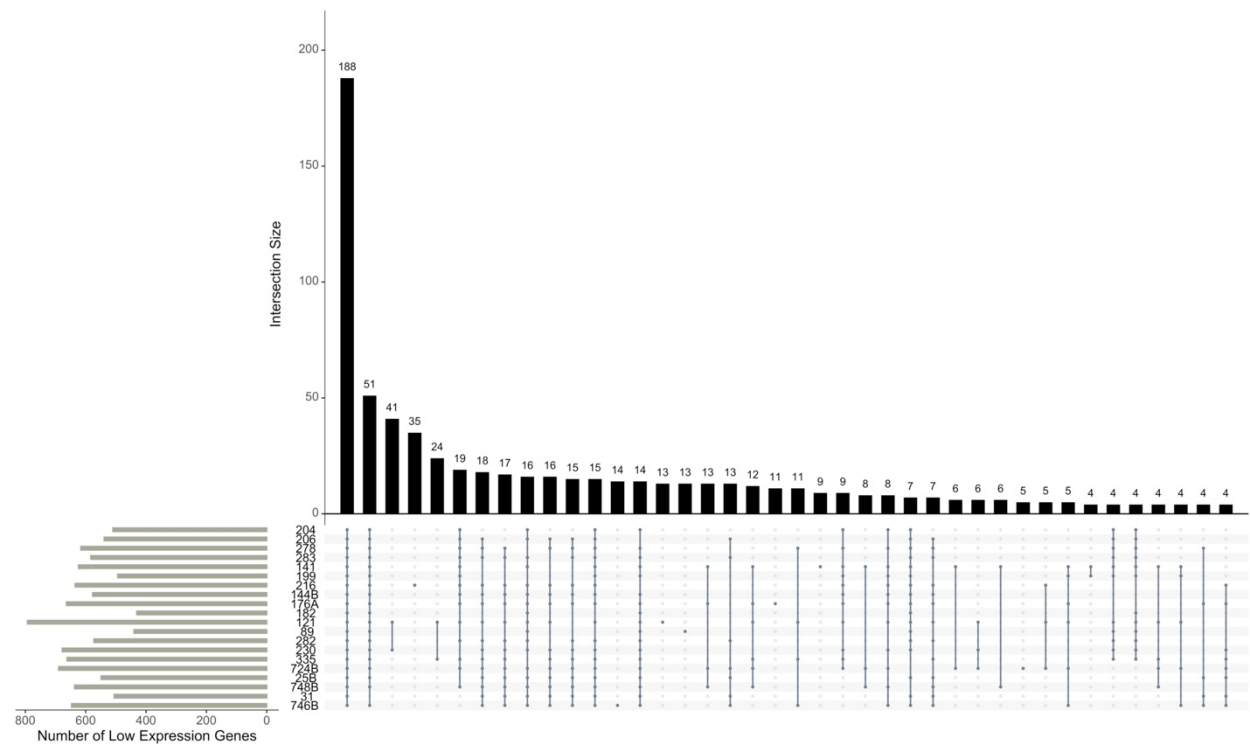

**Figure S4: UpSet plot showing the distribution of low expression/absent genes among different strains.** Each row corresponds to a specific strain, while columns represent the number of genes with very low/no expression in each strain, based on read alignment to the sm1021 reference. The horizontal bars show the number of genes absent in each strain, the vertical bars correspond to the number of intersecting/common genes among strains, and the dots represent the association between vertical bars and strains. The dots connected through lines show the overlap between those strains.

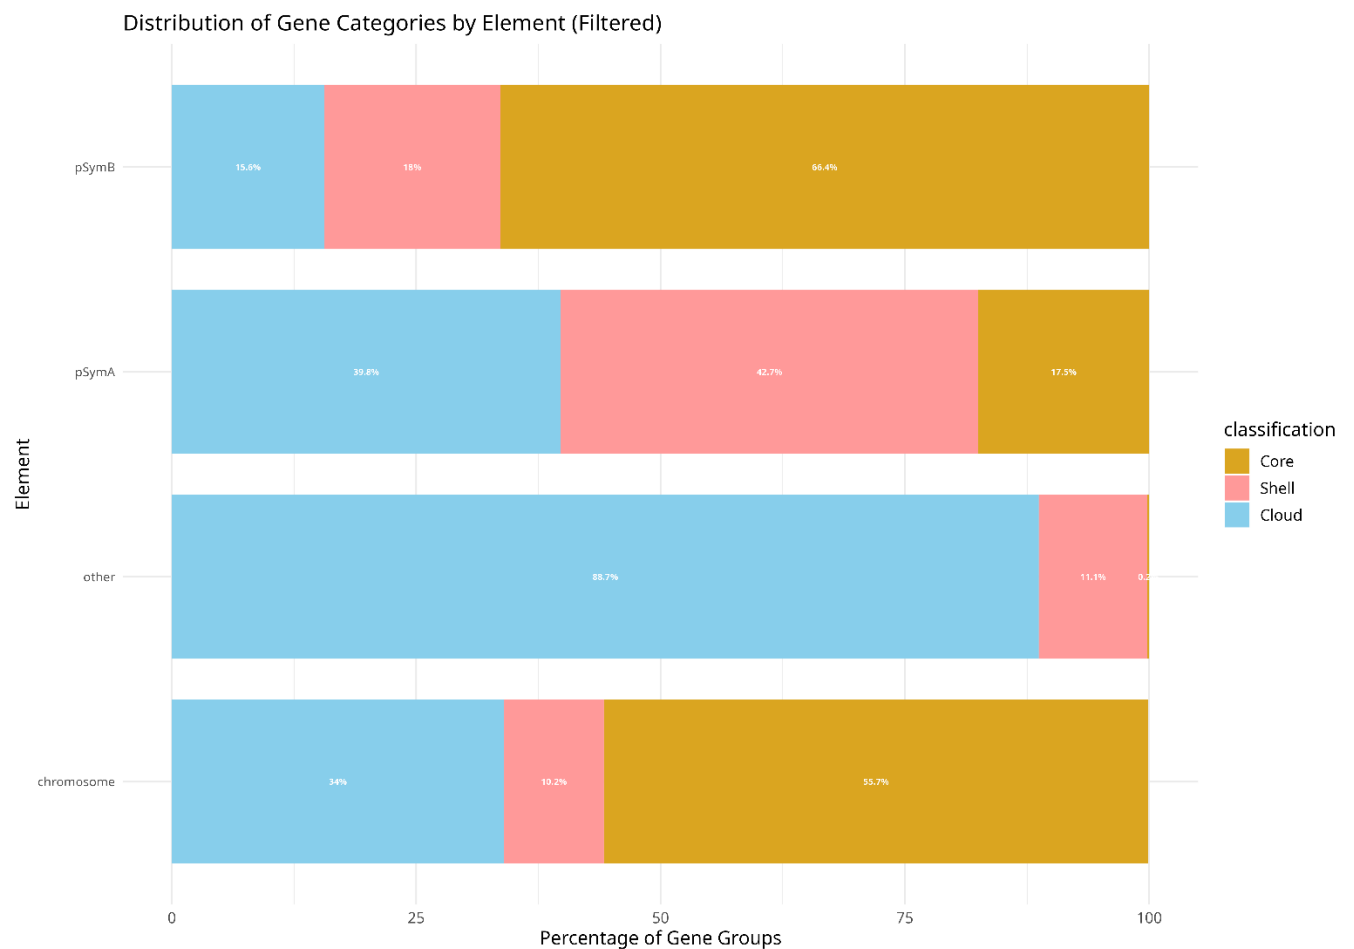

**Figure S5.-Distribution of core, shell, and cloud gene groups across genomic elements.**

Proportion of core (gold) and accessory (shell in pink and cloud in blue) gene groups within four genomic elements. Core genes are found in 95–99% of strains, shell genes are found in 15–95%, while cloud genes are present in less than 15% of strains. Chromosome, pSymB, pSymA, and extra chromosomal undefined elements presented as “other”.

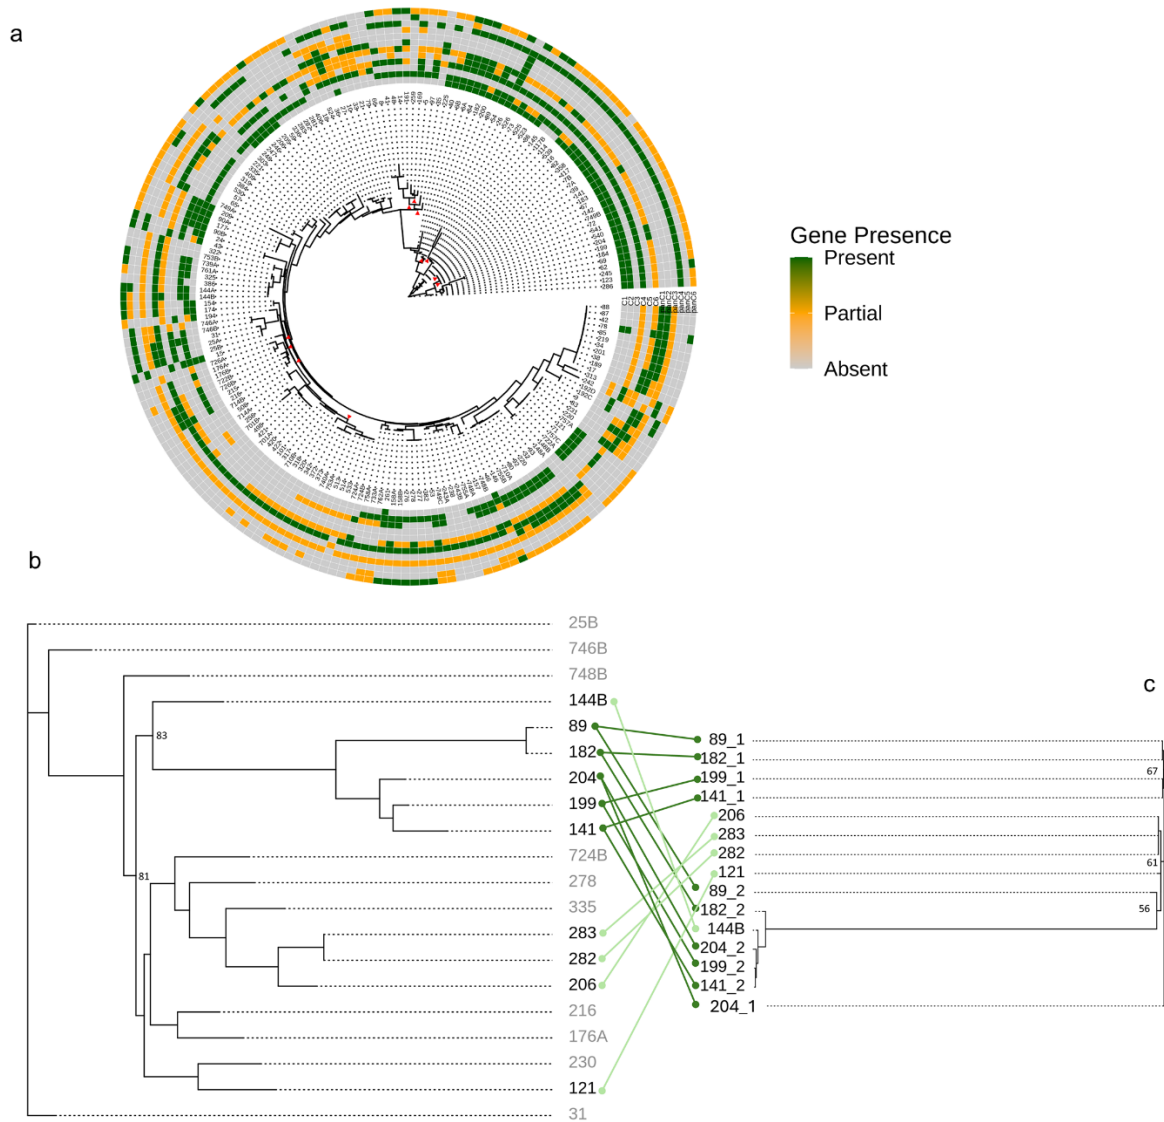

**Figure S6: Phylogenies of the pSymA megaplasmid suggest independent mobilization of gene clusters.** (A) The patterns of PAV of 12 clusters (C1-C6; panC1-panC6) across the core phylogeny of pSymA is displayed in the superset of 191 strains from Batstone *et al.* (30). Gray squares indicate cluster absence, while green squares indicate cluster presence, and yellow squares indicate partial presence, where at least one of the genes in the cluster is present. Red arrows point at the nodes with < 75% bootstrap support. (B) Core trees of pSymA of 20 focal strains indicating the presence (black) and absence (gray) pattern of cluster 2 (C) phylogeny derived from alignment of C2 gene sequences (in strains where present). Nodes with < 75% support are labeled. Bold green arrows indicate the topology connection between the two trees when two paralogs of cluster 2 are present. Faint green arrows indicate single copy topology connections between trees. Topology discordance is observed among trees indicating gains or losses of either one or two copies of C2.

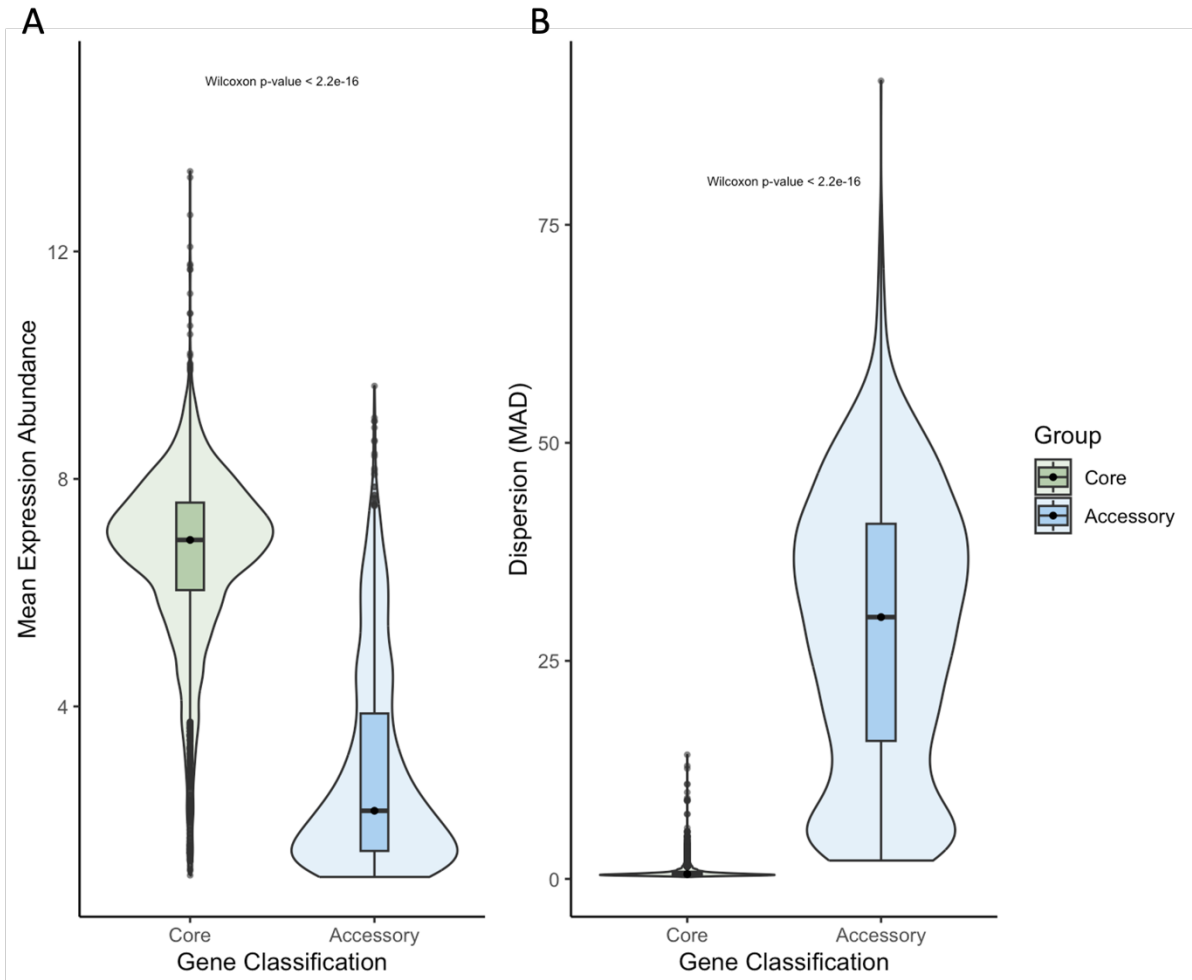

**Figure S7. Comparison of gene expression abundance and dispersion between core and accessory genes.** (A) Mean gene expression abundance was calculated as the mean log<sub>2</sub> of the normalized read counts (counts per million (CPM)) across strains for which the gene was present in their genome. A two-sided Wilcoxon signed-rank test was performed on 4,926 core genes versus 2,073 accessory genes. (B) Gene dispersion was calculated as the mean absolute deviation (MAD). A two-sided Wilcoxon signed-rank test was performed to compare dispersion between core and accessory genes

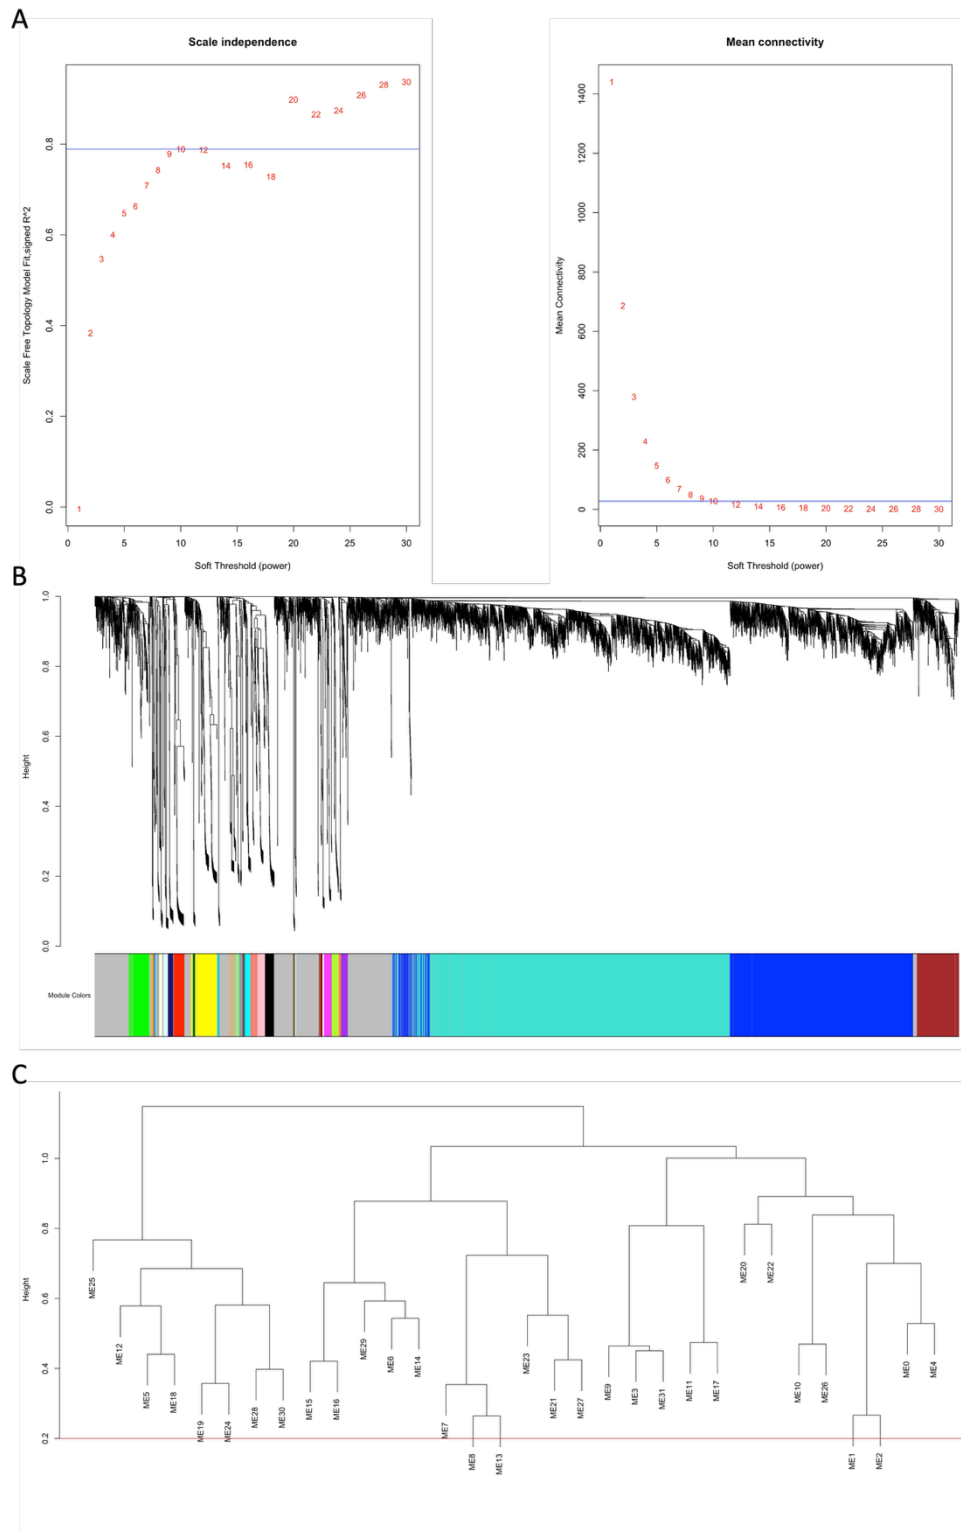

**Figure S8: Pangenome-based WGCNA of rhizobia genes.** The graph shows the relationship between soft-thresholding power (A) and network topology (B) with scale-free topology model fit (y-axis) and the soft-thresholding power (x-axis), as well as the mean connectivity (y-axis) in relation to the soft-thresholding power (x-axis). The lowest power ( $\beta=10$ ) was selected where the scale-free topology fit index shows moderate mean connectivity. Genes

are grouped into distinct modules (M1–M31) based on topological overlap using clustering dendrograms, with each module assigned a unique color. Genes not assigned to any module are grouped in gray (M0). In (C), the dendrogram represents the clustering of module eigengenes, with each branch indicating a different module, revealing relationships and co-expression patterns among the gene networks by showing the similarity among module expression profiles.

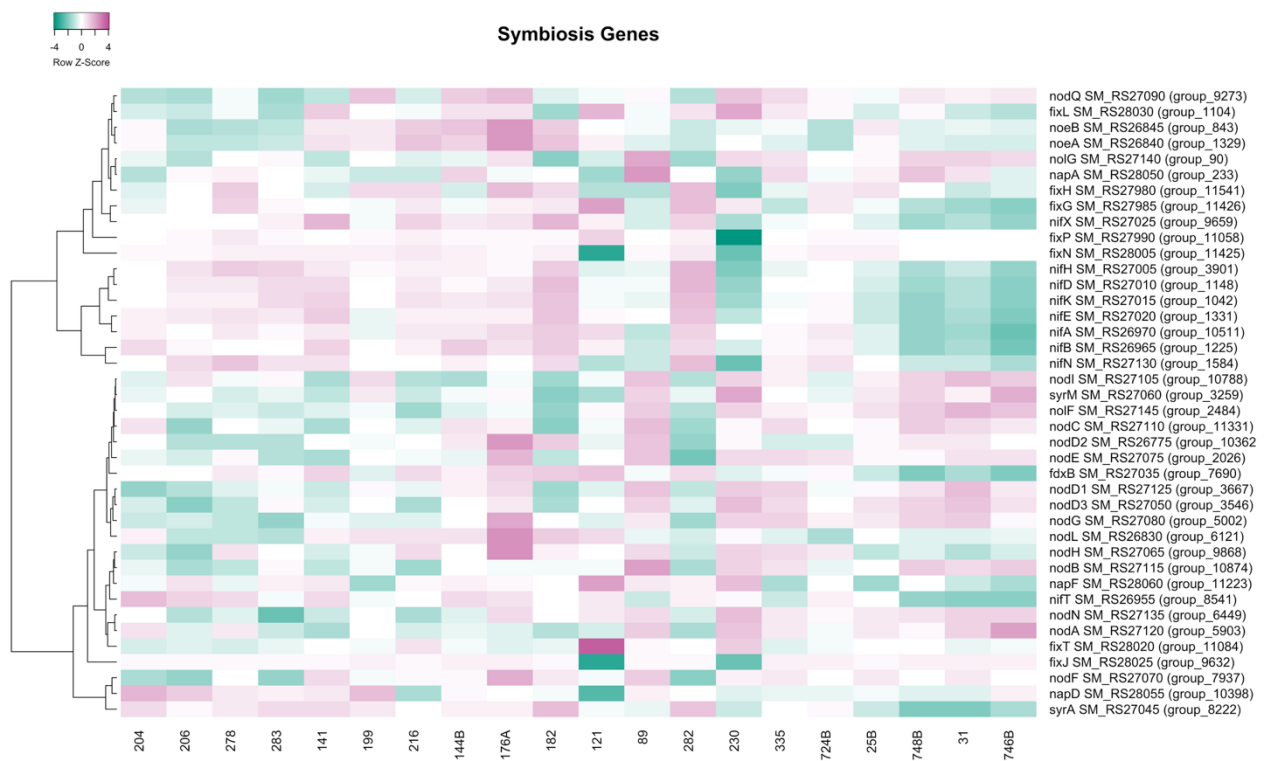

**Figure S9:** Gene expression of known symbiosis genes of rhizobia. Genes related to nodulation, nitrogen fixation, and symbiosis-related processes are selected (1, 42). Columns (strains) are sorted from high to low plant shoot biomass.

## Module-trait relationships

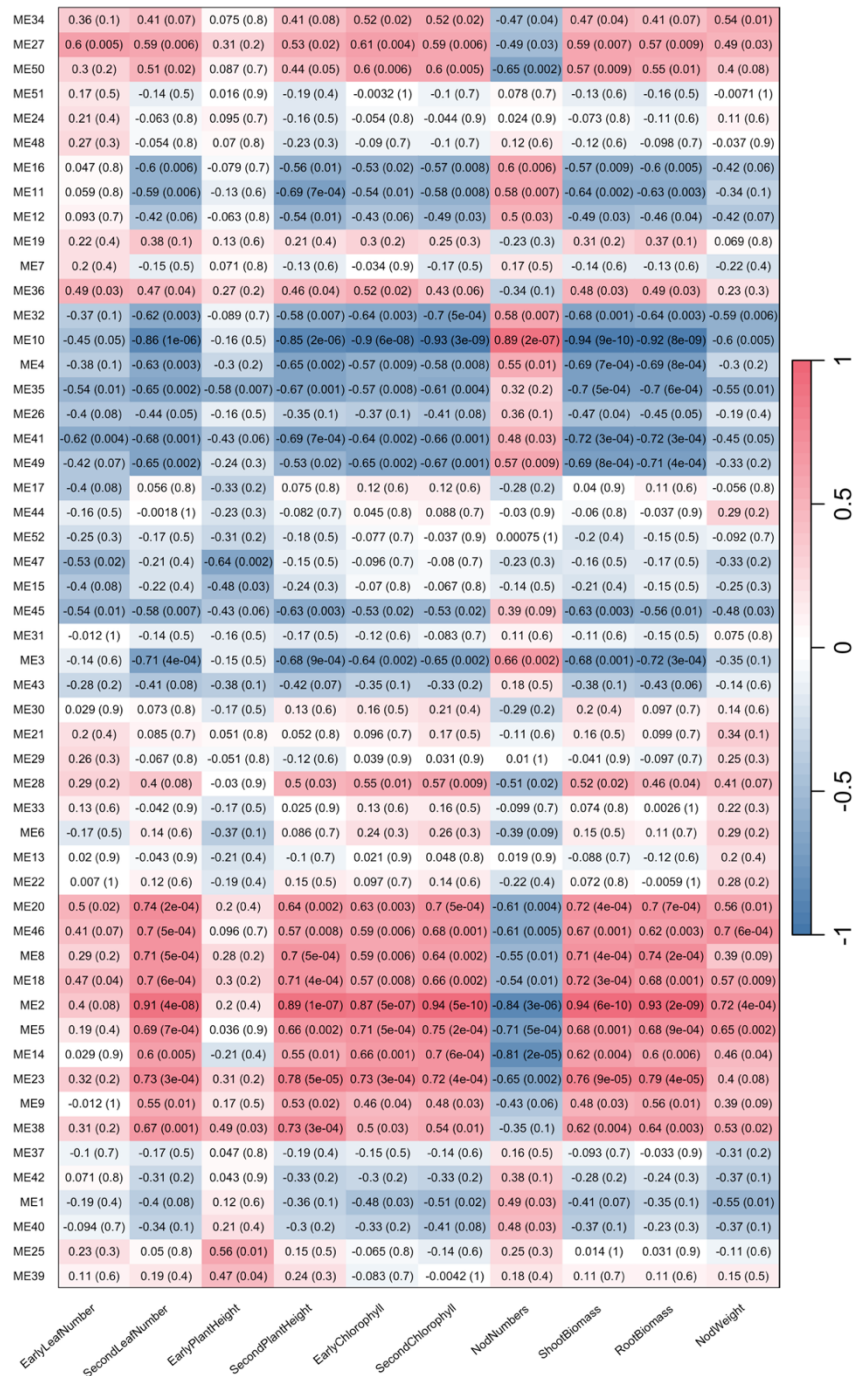

**Figure S10: Module-Trait relationship heatmap of Medicago WGCNA network.** (A) Each cell represents the correlation between module eigengene (row) and a specific trait or phenotype (column). The color gradient indicates the strength and direction of the correlation, with red representing positive correlations and blue representing negative correlations.

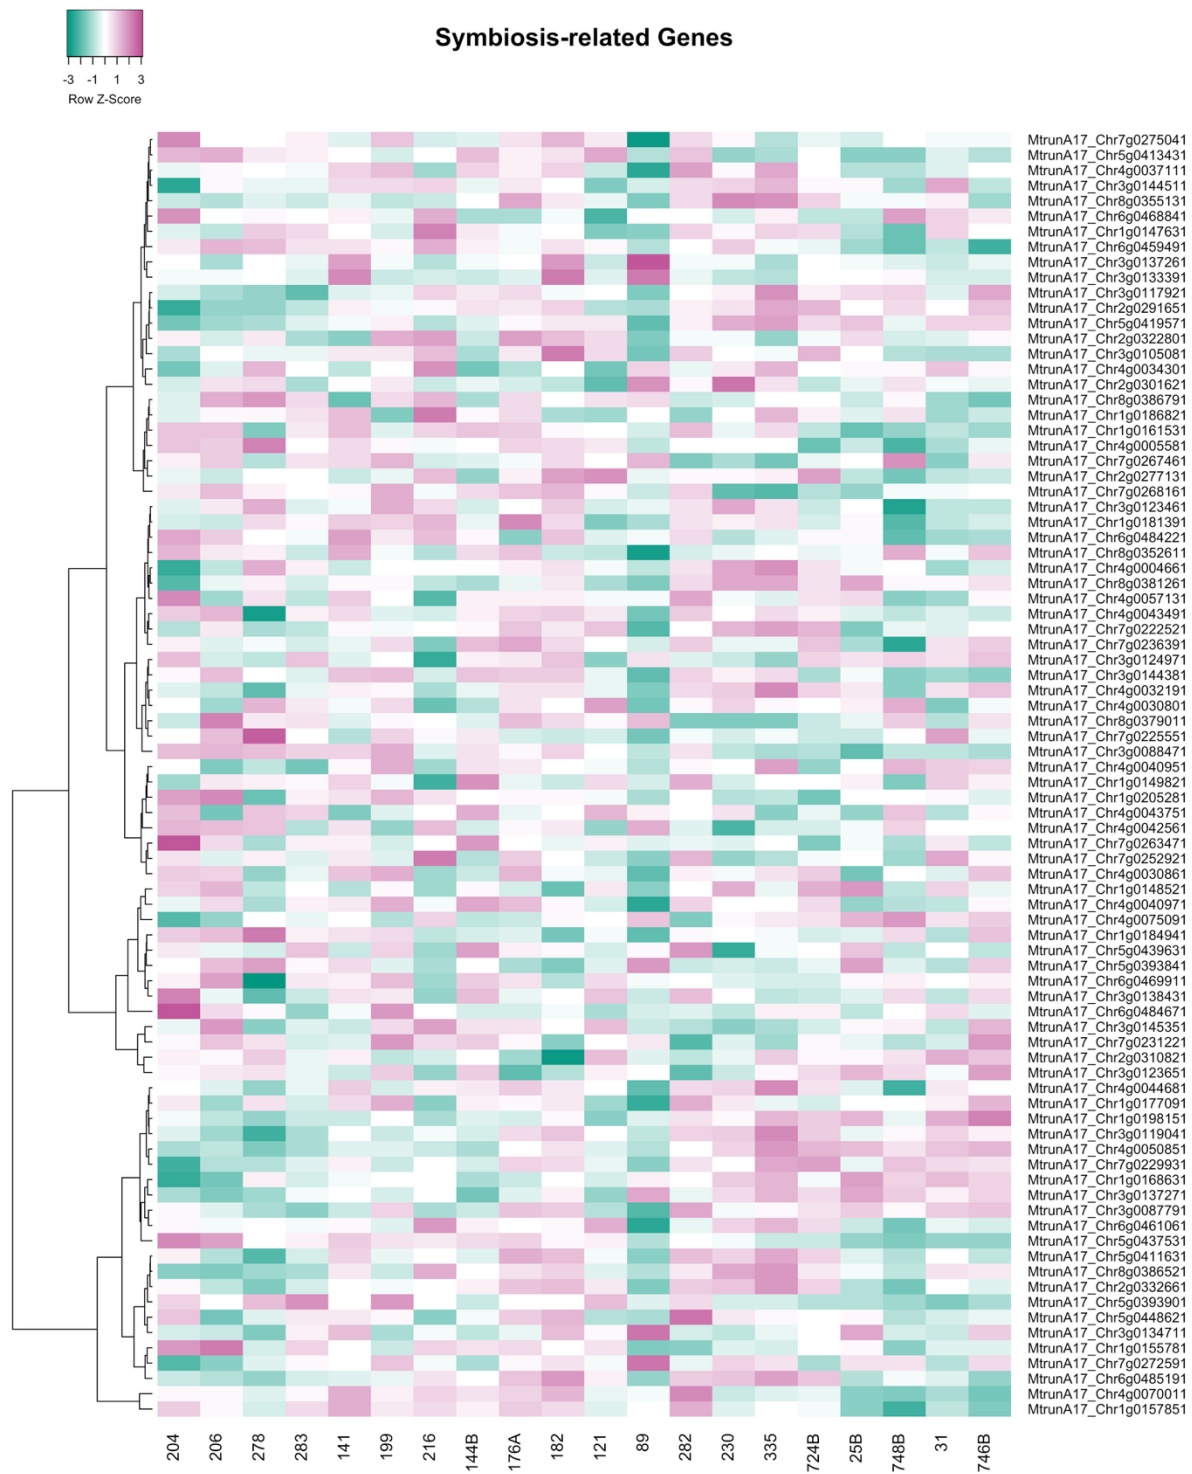

**Figure S11: Symbiosis-related genes of *Medicago truncatula*.** Genes were selected from a previous study (17) to show the expression profile of symbiosis-related genes. Columns are sorted from high to low plant shoot biomass.

## Supplementary files

**Dataset S1 (separate file).** Strain means of 10 plant phenotypic traits, and ANOVA statistics used for Figure 1A and Figure S3.

**Dataset S2 (separate file).** Reads alignment information for 1021-based and pangenome mapping.

**Dataset S3 (separate file).** Presence-Absence Variation of 1021-based gene clusters (C1 – C6) and pangenome-based cluster (panC1 – panC6) significantly correlated with plant shoot biomass.

**Dataset S4 (separate file).** Summed to gene / gene cluster counts for all *Medicago* (49,928) and *Ensifer* pangenome (12,107) genes. Also includes the locus\_tag IDs for strains 1021 and MABNR56, if in a gene cluster.

**Dataset S5 (separate file).** Raw counts of genes of panC1-panC6 clusters.

**Dataset S6 (separate file).** Module membership of *Sinorhizobium meliloti* pangenome gene groups in co-expression network.

**Dataset S7 (separate file).** COG enrichment terms of top modules of *Sinorhizobium meliloti* pangenome co-expression network.

**Dataset S8 (separate file).** Module membership of *Medicago truncatula* gene co-expression network.

**Dataset S9 (separate file).** *Medicago* and *Ensifer* WGCNA modules significantly correlated with each other and shoot biomass.

**Dataset S10 (separate file).** GO enrichment terms of top modules of *Medicago truncatula* co-expression network.

**Dataset S11 (separate file).** Module memberships and average logCPM expression of GWAS (Batstone et al.) universal candidates.

**Dataset S12 (separate file).** Preliminary genes identified from gene expression (presence-absence variation) correlation with shoot biomass in 1021-reference based analysis.

**Dataset S13 (separate file).** Module memberships of symbiosis-related genes in *Medicago truncatula* co-expression network.

## References

1. B. A. Geddes *et al.*, Minimal gene set from *Sinorhizobium* (Ensifer) *meliloti* pSymA required for efficient symbiosis with Medicago. *Proc Natl Acad Sci U S A* **118**, e2018015118 , pmid = 2033384333 , publisher = National Academy of Sciences (2021).
2. M. J. Barnett *et al.*, Nucleotide sequence and predicted functions of the entire *Sinorhizobium meliloti* pSymA megaplasmid. *Proc Natl Acad Sci U S A* **98**, 9883-9888 (2001).
3. K. Jin *et al.*, Comparative Transcriptome Analysis of *Agrobacterium tumefaciens* Reveals the Molecular Basis for the Recalcitrant Genetic Transformation of *Camellia sinensis* L. *Biomolecules* **12**, 688 , pmid = 35625616 , publisher = MDPI (2022).
4. G. M. Ann, Attachment of *Agrobacterium* to plant surfaces. *Frontiers in Plant Science* **5**, 1-8 (2014).
5. A. L. Flores-Mireles, A. Eberhard, S. C. Winans, *Agrobacterium tumefaciens* can obtain sulphur from an opine that is synthesized by octopine synthase using S-methylmethionine as a substrate. *Mol Microbiol* **84**, 845-856 (2012).
6. P. J. Murphy *et al.*, Synthesis of an opine-like compound, a rhizopine, in alfalfa nodules is symbiotically regulated. *Proc Natl Acad Sci U S A* **85**, 9133-9137 (1988).
7. M. Sugawara *et al.*, Comparative genomics of the core and accessory genomes of 48 *Sinorhizobium* strains comprising five genospecies. *Genome Biol* **14**, R17 (2013).
8. J. Nogales, H. Blanca-Ordóñez, J. Olivares, J. Sanjuan, Conjugal transfer of the *Sinorhizobium meliloti* 1021 symbiotic plasmid is governed through the concerted action of one- and two-component signal transduction regulators. *Environ Microbiol* **15**, 811-821 (2013).
9. D. Perez-Mendoza *et al.*, Identification of the *rctA* gene, which is required for repression of conjugative transfer of rhizobial symbiotic megaplasmids. *J Bacteriol* **187**, 7341-7350 (2005).
10. H. Blanca-Ordóñez *et al.*, pSymA-dependent mobilization of the *Sinorhizobium meliloti* pSymB megaplasmid. *J Bacteriol* **192**, 6309-6312 (2010).
11. G. E. Wardell, M. F. Hynes, P. J. Young, E. Harrison, Why are rhizobial symbiosis genes mobile? *Philos Trans R Soc Lond B Biol Sci* **377**, 20200471 (2022).
12. P. Wangthaisong *et al.*, The Type IV Secretion System (T4SS) Mediates Symbiosis between *Bradyrhizobium* sp. SUTN9-2 and Legumes. *Appl Environ Microbiol* **89**, e0004023 (2023).
13. A. S. Fleischhacker, P. J. Kiley, Iron-containing transcription factors and their roles as sensors. *Curr Opin Chem Biol* **15**, 335-341 (2011).
14. L. Thony-Meyer, Biogenesis of respiratory cytochromes in bacteria. *Microbiol Mol Biol Rev* **61**, 337-376 (1997).
15. L. Trisolini *et al.*, FAD/NADH Dependent Oxidoreductases: From Different Amino Acid Sequences to Similar Protein Shapes for Playing an Ancient Function. *Journal of Clinical Medicine* **8** (2019).
16. N. Yan, Structural Biology of the Major Facilitator Superfamily Transporters. *Annual Review of Biophysics* **44**, 257-283 (2015).

17. S. Roy *et al.*, Celebrating 20 Years of Genetic Discoveries in Legume Nodulation and Symbiotic Nitrogen Fixation. *Plant Cell* **32**, 15-41 (2020).
18. E. L. Schnabel *et al.*, A Medicago truncatula Autoregulation of Nodulation Mutant Transcriptome Analysis Reveals Disruption of the SUNN Pathway Causes Constitutive Expression Changes in Some Genes, but Overall Response to Rhizobia Resembles Wild-Type, Including Induction of TML1 and TML2. *Curr Issues Mol Biol* **45**, 4612-4631 (2023).
19. Y. Pecrix *et al.*, Whole-genome landscape of Medicago truncatula symbiotic genes. *Nat Plants* **4**, 1017-1025 (2018).
20. E. W. Sayers *et al.*, Database resources of the national center for biotechnology information. *Nucleic Acids Res* **50**, D20-D26 (2022).
21. F. Galibert *et al.*, The composite genome of the legume symbiont Sinorhizobium meliloti. *Science* **293**, 668-672 (2001).
22. R. Patro, G. Duggal, M. I. Love, R. A. Irizarry, C. Kingsford, Salmon provides fast and bias-aware quantification of transcript expression. *Nat Methods* **14**, 417-419 (2017).
23. R. C. Team (2022) R: A Language and Environment for Statistical Computing.
24. C. Sonesson, M. I. Love, M. D. Robinson, Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. *F1000Res* **4**, 1521 (2015).
25. D. R. a. A. O. Mark, A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biology* **11**, 1-9 (2010).
26. F. Almeida-Silva, T. M. Venancio, BioNERO: an all-in-one R/Bioconductor package for comprehensive and easy biological network reconstruction. *Funct Integr Genomics* **22**, 131-136 (2022).
27. M. D. Robinson, D. J. McCarthy, G. K. Smyth, edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139-140 (2010).
28. C. W. Law, M. Alhamdoosh, S. Su, G. K. Smyth, M. E. Ritchie, RNA-seq analysis is easy as 1-2-3 with limma, Glimma and edgeR. *F1000Research* **5**, 1408 (2016).
29. J. R. Conway, A. Lex, N. Gehlenborg, UpSetR: an R package for the visualization of intersecting sets and their properties. *Bioinformatics* **33**, 2938-2940 (2017).
30. C. Camacho *et al.*, BLAST+: architecture and applications. *BMC Bioinformatics* **10**, 421 (2009).
31. A. Rhoads, K. F. Au, PacBio Sequencing and Its Applications. *Genomics Proteomics Bioinformatics* **13**, 278-289 (2015).
32. R. R. Wick *et al.*, Tricycler: consensus long-read assemblies for bacterial genomes. *Genome Biol* **22**, 266 (2021).
33. A. J. Collins, R. J. Whitaker, CRISPR Comparison Toolkit: Rapid Identification, Visualization, and Analysis of CRISPR Array Diversity. *CRISPR J* **6**, 386-400 (2023).
34. G. Tonkin-Hill *et al.*, Producing polished prokaryotic pangenomes with the Panaroo pipeline. *Genome Biol* **21**, 180 (2020).
35. E. Caudal *et al.*, Pan-transcriptome reveals a large accessory genome contribution to gene expression variation in yeast. *Nat Genet* **56**, 1278-1287 (2024).
36. B. Milunovic, G. C. diCenzo, R. A. Morton, T. M. Finan, Cell growth inhibition upon deletion of four toxin-antitoxin loci from the megaplasmids of Sinorhizobium meliloti. *J Bacteriol* **196**, 811-824 (2014).

37. T. M. Finan, B. Kunkel, G. F. De Vos, E. R. Signer, Second symbiotic megaplasmid in *Rhizobium meliloti* carrying exopolysaccharide and thiamine synthesis genes. *J Bacteriol* **167**, 66-72 (1986).
38. B. A. Geddes *et al.*, BEVA2.0: modular assembly of golden gate-compatible vectors with expanded utility for genetic engineering. *Can J Microbiol* **71**, 1-13 (2025).
39. P. Langfelder, S. Horvath, WGCNA: an R package for weighted correlation network analysis. *BMC Bioinformatics* **9**, 559 (2008).
40. Z. C. Yuan, R. Zaheer, T. M. Finan, Regulation and properties of PstSCAB, a high-affinity, high-velocity phosphate transport system of *Sinorhizobium meliloti*. *J Bacteriol* **188**, 1089-1102 (2006).
41. Y. Zhang, T. Aono, P. Poole, T. M. Finan, NAD(P)<sup>+</sup>-malic enzyme mutants of *Sinorhizobium* sp. strain NGR234, but not *Azorhizobium caulinodans* ORS571, maintain symbiotic N<sub>2</sub> fixation capabilities. *Appl Environ Microbiol* **78**, 2803-2812 (2012).
42. F. Ampe, E. Kiss, F. Sabourdy, J. Batut, Transcriptome analysis of *Sinorhizobium meliloti* during symbiosis. *Genome Biol* **4**, R15 (2003).

How the deposited data were processed for this re-analysis (not part of the article)

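Nodule RNA of M. truncatula plants inoculated with 1 of 20 S. meliloti strains was sequenced from 4 plants per strain on each of 2 host lines, DZA and A17, which gave 160 libraries. The paper reports on the 80 DZA libraries. The authors deposited expected counts (estimated counts per gene) for both organisms in one table, which the authors made with Salmon against the M. truncatula A17 r5.0 and S. meliloti 1021 references and imported with tximport as bias-corrected counts without an offset. Only 0.034% of the values above 0 are whole numbers, and the values are not normalized. For the rhizobium modules the paper mapped the reads again to a pangenome; that table was not used here.

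Samples were grouped by the host, strain and plant number in their labels. Plants were ranked by plant number within each strain to define replicates 1 to 4. Shoot biomass was taken from the paper's supplementary data as the mean of the 4 sequenced plants of a strain, with the mean of 10 plants as an alternative.

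Counts were rounded for the models. Genes with at least 10 counts in at least 4 libraries were kept, the organisms were split, and each was normalized by TMM in edgeR 4.0.16. Log2 CPM used a prior count of 2, and 1 for the clusters. Principal components were computed on strain means, with the 5000 most variable genes for M. truncatula. Models were fitted with edgeR's quasi-likelihood functions, with DESeq2 1.42.0 and limma 3.58.1 as alternatives, in R 4.3.3. For biomass and for cluster C2 the counts of the 4 libraries of a strain were summed, since the strain is the unit. The threshold was a Benjamini-Hochberg adjusted p of 0.05. On/off calls followed the paper's cutoff of 4 counts at the median S. meliloti library size, with off called when 3 of 4 libraries fell under it, for genes on in 3 to 17 strains; association with biomass required |r| above 0.5 and an adjusted p under 0.15. Gene sets were scored by the mean z-score of their genes over strains and needed at least 3 genes. Correlations were tested by two-sided permutation with 100000 resamples, by exact enumeration up to 9 samples, and cluster differences by exact permutation of strains.

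The genes named in the text were chosen by a rule set in advance: every gene the paper names that bears on the sentence, and for each model up to 3 genes in each direction with the smallest p among those past the threshold. A smaller number is printed where genes have no names.

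The methods were tested on simulated data made from the deposited counts. edgeR recovered 83.0% of S. meliloti and 90.0% of M. truncatula genes given a slope of log2 0.5 per 0.1 g, and 12.6% and 1.64% of its calls were false. For the F test of strain 17.0% of the M. truncatula calls were false. For 4 libraries against 4, 98.5% of changed S. meliloti genes and 41.5% of changed M. truncatula genes were recovered at a log2 change of 2. All 4 libraries swapped between strains were found by the identity check.

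DZA libraries held between 6526597 and 58578353 M. truncatula counts and at least 1835116 S. meliloti counts. The alternatives covered the normalization, the low-count filter, the tool, the cutoffs, the biomass means, covariates, and leaving out each replicate in turn. One was added after seeing the data, leaving out strain 182 plant 3406, whose library carries the genes of another strain.

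The planned sets of nif and fix genes, nod genes and the full list of GWAS candidates were not analysed here, since their identifiers were not paired with those of the table; the 5 GWAS genes and 3 r-M24 genes that the text names with accessions were scored in their place, and the GO-term genes of p-M8, p-M18, p-M20 and p-M41 were added, after the data were seen. Module networks were not recomputed. WP_014532001.1, WP_014989851.1, WP_127535573 and WP_234826226.1 were not analysed here.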

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

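All tests in this part were chosen only after the results they concern were seen. Within each strain and host, the 4 plants were compared for the S. meliloti share of counts, total counts and the share of S. meliloti counts on the 3 loci SM_RS00360, SM_RS00375 and SM_RS11205. A plant was singled out when its gap to the nearest other plant exceeded Dixon's 95% critical share of the range of its group, which chance gives in about 1 of 20 groups, and 40 groups were compared for each measure.

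On host A17, 4 plants lay far from the others of their strain in the S. meliloti share of counts. Plant 3373 of strain 121 had 39.8% against 7.98% to 11.8% in the other plants. Plant 3378 of strain 182 had 9.42% against 40.8% to 44.5%. Plant 3168 of strain 204 had 59.9% against 11.8% to 19.5%, and plant 3110 of strain 216 had 96.3% against 22.9% to 26.1%. At a rate of 1 in 20, 4 or more of 40 groups have a binomial p of 0.138, so chance alone may account for this number. A wrong or mixed strain could be involved for 1 of the 4, plant 3373, which also held genes of strain 278. Low depth could be involved for 2 of the 4, which had the lowest total of their strain. Neither was separated from chance, and no biological explanation was tested for single plants.

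The same plant of strain 121 had 33564309 total counts against 56135824 to 56781190 in the others. Finding 1 or more such plants among 40 groups has a probability of 0.871 by chance. It is 1 of 1 plants here with doubtful strain identity, so a mixed sample may also be involved and cannot be told apart from chance.

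On host DZA, plant 3318 of strain 746B had 60.8% of its S. meliloti counts on the 3 loci against 14.9% to 17.9% in the others. The probability of 1 or more such plants among 40 groups is again 0.871. This library matched its own strain at 99.0%, so a mislabelled library is unlikely. A second-strain level could not be computed for it, so a mixed library was not ruled out, and chance remains.

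For 4 gene sets, the correlation of the score with shoot biomass, measured on DZA, differed between the DZA libraries and the A17 libraries, which the paper does not analyse. The difference in r (DZA minus A17) was -0.53 for p-M10 (permutation p = 1e-04, the smallest that these permutations can give, adjusted p = 0.0022 over 22 sets), 0.93 for p-M2 (adjusted p = 0.0044), 1.09 for the symbiosis genes of p-M2 (adjusted p = 0.014) and -0.36 for the GWAS genes named in the text (adjusted p = 0.0044). The paper chose p-M2 and p-M10 for their correlation with biomass in the DZA libraries, which can raise r there, so part of these differences may follow from that choice, which was not tested. Biomass was not measured on the A17 plants for this comparison, so a set that follows the growth of the plant it was measured in would differ between hosts for that reason alone; this was not tested. Mislabelled or mixed libraries are not needed for the p-M2 difference: without them r of the p-M2 score on A17 was -0.0263. Lower depth is not needed for the 3 plant sets, since the median of plant counts was 35261896 on A17 and 31559988 on DZA. For the GWAS genes, which are S. meliloti genes, it may be involved, since the median of S. meliloti counts was 12959306 on A17 and 15366055 on DZA. The p-M2 score differed little between strains on A17, with a strain F ratio of 1.42 (permutation p = 0.11), against 11.3 on DZA, so a candidate explanation is that strains differ less in plant expression on A17. It covers less well the p-M10 score, with a strain F ratio of 2.20 on A17 (permutation p = 0.0066), and the GWAS genes, with 10.8.

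S. meliloti strain differences were shared between hosts. The deviations of a strain from the mean of all strains, correlated across genes between DZA and A17, had a median r of 0.961 over the 20 strains, and 18 of 20 strains matched themselves best. Genes are not independent replicates, and no p-value is given. Between different strains the median r was -0.0797. The deviations are taken from the mean of all strains, which removes a pattern common to all of them, so this value does not test for one. Gene content accounts for part: over the 5055 genes on in all strains in both hosts, the median r was 0.530 and 16 of 20 strains matched themselves best. Strain differences in expression beyond gene content may therefore be shared between hosts, a hypothesis found and tested on the same data. For M. truncatula genes the median r was 0.024.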

How the results depend on the processing

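Of the alternatives in this part, 1, leaving out strain 182 plant 3406, was chosen only after the results were seen, and the others were fixed before the data were examined. No paired analysis was possible because plant numbers are unique to a plant, so groups share no replicate numbers. The planned sets of nif and fix genes, nod genes and all GWAS candidates were not run. Of 238 values of the main results under alternatives, 179 stayed on the same side, 55 moved and 4 were weaker; the causes were not tested.

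The share of S. meliloti PC1 was 16.1% with scaling and 21.2% without strain 182 plant 3406. With all genes, M. truncatula PC1 held 25.9% and PC1 and PC2 38.7%, and with scaling PC1 and PC2 held 48.1%. S. meliloti genes expressed in all libraries were 78.6%, 75.5% and 77.2%, and in none 2.86%, 3.18% and 2.94%, with a minimum of 5 counts, of 20 counts and over 160 libraries. On/off genes associated with biomass numbered 98 with a cutoff of 10 counts, 40 with off called in all 4 libraries, 87 with the Pearson test p and 130 with biomass means over 10 plants. Cluster expression over all strains, which mixes on and off strains, no longer passed for C1 (0.395) and C6 (0.091) with Spearman, or for C5 (-0.437) and C6 (0.430) with 10-plant means. With Spearman 1 pair of plant and rhizobium sets passed.

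For S. meliloti and biomass, limma called 598 genes and the covariate share left 63. For C2 in S. meliloti, DESeq2 called 163 and leaving out strain 182 plant 3406 gave 24. For M. truncatula and biomass, limma called 8653 (3156 higher, 5497 lower, against 3232 and 1987) and the covariate left 2978. For C2 in M. truncatula the number was 175 with no low-count filter, 1928 with DESeq2, 0 with biomass as covariate (2356 at an unadjusted p under 0.05) and 185 without strain 182 plant 3406. For strain DESeq2 called 3379 M. truncatula genes, and between strains 282 and 283 it called 23.

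Across the 4 fits that each left out one replicate, S. meliloti PC1 held 19.9% to 21.5%, M. truncatula PC1 26.7% to 37.3% and PC1 and PC2 44.7% to 52.8%; genes expressed in all libraries were 77.7% to 78.5% and in none 3.04% to 3.07%. The r of PC1 with biomass ranged from 0.539 to 0.594 for S. meliloti and from 0.69 to 0.83 for M. truncatula. S. meliloti genes called ranged from 239 to 654 for biomass and from 5 to 61 for C2. M. truncatula genes called ranged from 1244 to 5098 for biomass, from 1 to 1173 for C2 and from 553 to 1265 for strain. The median r of strain differences between hosts ranged from 0.943 to 0.961, and set pairs passing from 0 to 1.

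Of 198 values for 22 gene sets, 170 stayed the same, 12 were weaker, 4 stronger and 12 reversed. The reversed sets, apart from the GWAS genes, had no clear relation. With DESeq2 size factors r was -0.199 for the symbiosis genes of p-M0, -0.0918 for p-M13, -0.0383 for p-M7 and -0.171 for p-M9. It was 0.0187 for p-M15 with 10-plant means, -0.0602 for p-M7 with Spearman, -0.0243 for p-M9 with the first principal component, and 0.0811 for the GWAS genes with the first principal component. Leaving out replicates gave -0.200 to 0.101 for p-M15, -0.0345 to 0.197 for p-M7 and -0.0155 to 0.0465 for p-M9.

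Of 162 values for 18 pairs of sets, 139 stayed the same, 2 were stronger and 21 reversed. Pairs with the GWAS genes reversed with the first principal component for p-M10 (-0.195), p-M14 (0.381), p-M2 (0.0804) and p-M5 (0.130), given biomass for p-M10 (-0.219), p-M14 (0.0038) and p-M8 (0.233), and with DESeq2 size factors for p-M8 (0.0403). Pairs with the r-M24 genes reversed given biomass for p-M18 (-0.317), p-M2 (-0.0727), p-M20 (-0.364), p-M41 (0.353) and p-M5 (-0.116), and with the first principal component for p-M41 (0.0231). Leaving out replicates gave, with r-M24 genes, -0.109 to 0.327 for p-M18, -0.0674 to 0.149 for p-M20, -0.164 to 0.191 for p-M41 and -0.0722 to 0.405 for p-M5, and with GWAS genes -0.309 to 0.0830 for p-M4 and -0.468 to 0.0595 for p-M8.

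Of 360 values for 34 genes, 320 stayed the same, 28 were weaker, 7 stronger and 5 reversed. With limma the log2 slope was -0.19 for WP_010967350.1, -0.17 for WP_010967351.1 and 0.016 for MtDMI3. Leaving out replicates gave -0.149 to 0.0715 for MtDMI3 and -0.133 to 0.0262 for MtNAD1. The depth of S. meliloti counts, at least 1835116 per DZA library, limits the calls for lowly expressed genes such as those of C6.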

Differences from the paper's values

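The paper reports 82 on/off genes associated with shoot biomass, and 1 gene was called here. The next genes stood at an adjusted p of 0.152, just above the limit of 0.15. Among the alternatives set before the data were examined, a cutoff of 10 counts (98 genes) and the p of Pearson's correlation test in place of a permutation p (87 genes) came within 1.5 times the paper's number, and the whole library size (1), off called only when all 4 libraries fell under the cutoff (40), and biomass means over 10 plants (130) did not. By |r| alone, 88 genes passed, and 81 of the paper's 82 are among the genes with |r| above 0.5 in the calls here. With some columns of the paper's own list reassigned, as described further on, exactly its 82 genes had |r| above 0.5. Its adjusted p limit would then have removed none of them. Of the 50 cluster genes that the paper lists among these and that are in the table, 0 were called here, with 49 at an unadjusted p under 0.05.

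The paper places C2 and C3 as the clusters most associated with shoot biomass. Here C2 and C3 had the smallest exact p (0.0042 and 0.0075), but C6 followed at 0.0083 and had the largest difference in biomass, 0.164 g against 0.148 g for C2. With biomass means over 10 plants, C2 had the largest difference (0.148 g) and the smallest p (0.0024), C6 fell to 0.131 g (exact permutation p = 0.032), and C1 (exact permutation p = 0.0059) and C4 (exact permutation p = 0.0051) ranked before C3 (exact permutation p = 0.0106).

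The paper describes p-M4 as falling with shoot biomass. The score of its 9 listed genes had r = -0.37 (permutation p = 0.11), which did not pass the threshold. Of the 9 symbiosis genes of p-M4, 5 had negative slopes at an adjusted p under 0.05 in edgeR. Their score had r = -0.43 (permutation p = 0.055, adjusted p = 0.087), which did not pass either, and Spearman's rho = -0.49 (permutation p = 0.030, adjusted p = 0.048). The paper places MtMTP2 in a module that falls with biomass, and its slope here was log2 -0.05 (adjusted p = 0.53 from edgeR).

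The paper describes transcriptomes that differ between strains 282 and 283. Of the genes tested between them with edgeR, 0 were called in either organism, with 92 S. meliloti and 832 M. truncatula genes at an unadjusted p under 0.05. With DESeq2, 23 M. truncatula genes were called, and in simulated data of this size 28.4% of its M. truncatula calls were false.

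The paper correlates plant modules with rhizobium modules. Here the rhizobium side held only the 3 r-M24 genes and the 5 GWAS genes named in the text. Whole rhizobium modules were not scored, so the values below do not test the paper's correlations. Between the gene sets scored here, 0 of 18 pairs passed an adjusted p of 0.05 by Pearson's r (smallest 0.113), and 1 passed by Spearman's rho. That pair, p-M10 with r-M24, had rho = -0.65, and its partial rho given shoot biomass was -0.26 (permutation p = 0.26).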

Other observations

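All tests in this part were chosen only after the results they concern were seen.

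Some libraries carry the genes of another strain than their label names. The library labelled DZA strain 182 plant 3406 matched the on/off genes of strain 176A at 99.6% and its own strain at 54.2%, and the library labelled A17 strain 89 plant 3514 matched strain 724B at 100% and its own strain at 50.1%. A mislabelled sample may explain both, since the lower of the matches to the other strain was 99.6%. Low depth was not settled. The 10 shallowest other libraries matched their own strain at 95.3% or more. Libraries that matched under 85% or held genes of a second strain were left out of them, however. Among those left out, DZA strain 176A plant 3292, with 4265258 S. meliloti counts, matched its own strain at 66.5%. Plant 3514, with 2770587 S. meliloti counts, is itself shallow. This depth test replaced an earlier one that left too few libraries to compare. Genes lost by the strain are unlikely, since genes that only the other strain has reached at least 78.9% of their usual level.

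Another 6 libraries held genes of a second strain, at 27.2% to 95.8% of their usual level: A17 strain 121 plant 3373, A17 strain 25B plants 3300 and 3435, A17 strain 724B plant 3246, DZA strain 176A plant 3292 and DZA strain 25B plant 3475. The limits behind this number, a match under 85% or a second-strain level of at least 10%, were set after the values were seen. A mixed sample may explain them, but in 1 of them the labelled and second strain together account for only 81.6% of the detected genes, so this is not settled. Reads assigned to the wrong library may also be a source. A second-strain level could be computed for 106 of the 152 other libraries, and the highest was 5.28%. These were chosen by a level under 10%, so this value does not speak against it.

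In the paper's Dataset S12, 4 of the 20 strain columns (121, 89, 282 and 230) match the calls here of another of those strains best. Exchanged column headers may explain this: with these columns reassigned, exactly the 82 genes of the paper's list have |r| over 0.5, and with the headers as printed 68 do, of which 59 are in the list. A different on/off cutoff is unlikely to be the cause, since the 16 other columns match their own strain at 93.7% or more.

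The share of S. meliloti counts on SM_RS00360, SM_RS00375 and SM_RS11205 rose with shoot biomass on DZA (Pearson's r = 0.85, permutation p = 1e-05, the smallest possible, adjusted p = 1.1e-04 over 11 relations; Spearman's rho = 0.83; r = 0.85 without the 2 farthest strains) and not on A17 (r = -0.12, permutation p = 0.60). The partial r given S. meliloti counts was 0.842, hardly moved from the value without it, so depth may still be involved. The choice of plants is an unlikely cause, since r was 0.743 with means over 10 plants. Chance is an unlikely source of the relation by its permutation p, but the share did not differ between strains beyond the spread of their plants (strain F ratio 0.761, permutation p = 0.74), so whether strains set this share is not settled. Loci without a counterpart in the pangenome could also matter, since the counts on these loci came to a median of 109% of the reads lost between the paper's reference and pangenome mappings, which does not settle it. The paper states that its pangenome percentages leave out rRNA, and whether these loci hold rRNA was not determined.

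The partial r of M. truncatula PC1 with biomass was 0.900 given the log2 share of S. meliloti counts and 0.875 given the share in percent, against 0.900 without it, which does not settle whether the mix of reads may contribute. Given the share on the 3 loci it was 0.665, so that share may explain part of the relation. The p-M5 score, here z-scored over libraries before strain means were taken, depended on the scale: its partial r was 0.620 given the log2 share and 0.435 given the share in percent (permutation p = 0.056), against 0.697 without it, so the mix of reads may explain much of that relation. For S. meliloti genes, 63 were called with the log2 share as a covariate against 1050 without, so that effect of the share could not be told apart from that of biomass.

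Other orders of the strains were compared with the real one. For S. meliloti genes and biomass 1 of 100 orders, the real one, gave as many genes, and for strains with and without C2 5 of 100 splits did; 4 of those 6 genes are the 3 listed for the cluster, which define the groups, and SM_RS26160 among them, so the comparison says nothing about them. For the F test of strain 1 of 30 regroupings gave as many S. meliloti genes. For M. truncatula 1 of 30 orders gave as many genes for biomass, 1 of 30 splits for C2, and 1 of 22 regroupings for strain, where the others gave a median of 334 and up to 992 genes; these numbers were limited by the time each fit takes. Between strains 282 and 283 all 35 of 35 splits gave at least as many genes in both organisms, since 0 were called. For the on/off genes 6 of 100 orders gave as many, so the 1 gene called may arise by chance. The 406 plant genes called for C2 may reflect shoot biomass, since 0 were called with it as a covariate, with 2356 at an unadjusted p under 0.05. As the paper's deletion of C2 lowered biomass, this does not tell C2 and biomass apart as the source.

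Too few libraries may be a reason that 0 S. meliloti genes were called between strains 282 and 283. In a fit of all 80 DZA libraries, 0 were called between them (120 at an unadjusted p under 0.05) and at least 208 between either and another strain, but those strains differ in gene content, so this does not settle whether smaller differences would be found. In simulated data 98.5% of S. meliloti genes changed by a log2 of 2 were recovered with the 8 libraries of these strains alone, and smaller changes were not simulated for them. For M. truncatula it remains possible: in the fit of all DZA libraries 0 were called between them (1513 at an unadjusted p under 0.05), and 13 of 36 pairs of either with another strain had 0 genes called (at least 711 at an unadjusted p under 0.05).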
